# Human-correlated genetic models identify precision therapy for liver cancer

**DOI:** 10.1038/s41586-025-08585-z

**Published:** 2025-02-19

**Authors:** Miryam Müller, Stephanie May, Holly Hall, Timothy J. Kendall, Lynn McGarry, Lauriane Blukacz, Sandro Nuciforo, Anastasia Georgakopoulou, Thomas Jamieson, Narisa Phinichkusolchit, Sandeep Dhayade, Toshiyasu Suzuki, Júlia Huguet-Pradell, Ian R. Powley, Leah Officer-Jones, Rachel L. Pennie, Roger Esteban-Fabró, Albert Gris-Oliver, Roser Pinyol, George L. Skalka, Jack Leslie, Matthew Hoare, Joep Sprangers, Gaurav Malviya, Agata Mackintosh, Emma Johnson, Misti McCain, John Halpin, Christos Kiourtis, Colin Nixon, Graeme Clark, William Clark, Robin Shaw, Ann Hedley, Thomas M. Drake, Ee Hong Tan, Matt Neilson, Daniel J. Murphy, David Y. Lewis, Helen L. Reeves, John Le Quesne, Derek A. Mann, Leo M. Carlin, Karen Blyth, Josep M. Llovet, Markus H. Heim, Owen J. Sansom, Crispin J. Miller, Thomas G. Bird

**Keywords:** Liver cancer, Immunotherapy, Genetic engineering, Predictive markers

## Abstract

Hepatocellular carcinoma (HCC), the most common form of primary liver cancer, is a leading cause of cancer-related mortality worldwide^1,2^. HCC occurs typically from a background of chronic liver disease, caused by a spectrum of predisposing conditions. Tumour development is driven by the expansion of clones that accumulate progressive driver mutations^3^, with hepatocytes the most likely cell of origin^2^. However, the landscape of driver mutations in HCC is broadly independent of the underlying aetiologies^4^. Despite an increasing range of systemic treatment options for advanced HCC, outcomes remain heterogeneous and typically poor. Emerging data suggest that drug efficacies depend on disease aetiology and genetic alterations^5,6^. Exploring subtypes in preclinical models with human relevance will therefore be essential to advance precision medicine in HCC^7^. Here we generated a suite of genetically driven immunocompetent in vivo and matched in vitro HCC models. Our models represent multiple features of human HCC, including clonal origin, histopathological appearance and metastasis. We integrated transcriptomic data from the mouse models with human HCC data and identified four common human–mouse subtype clusters. The subtype clusters had distinct transcriptomic characteristics that aligned with the human histopathology. In a proof-of-principle analysis, we verified response to standard-of-care treatment and used a linked in vitro–in vivo pipeline to identify a promising therapeutic candidate, cladribine, that has not previously been linked to HCC treatment. Cladribine acts in a highly effective subtype-specific manner in combination with standard-of-care therapy.

## Abstract (web summary)

As proof of principle, an analysis using a suite of human-aligned immunocompetent mouse models of hepatocellular carcinoma identifies a promising therapeutic candidate, cladribine, which acts in a highly effective subtype-specific manner in combination with standard-of-care therapy.

## Main

Precision medicine for patients with advanced HCC has lagged behind other cancers. This is not because HCC has no discernible subtypes, but because targeting these has proved challenging. Tyrosine kinase inhibitors (TKIs; such as sorafenib^8^ and lenvatinib^9^) were the only first-line treatments for unresectable HCC until 2020. Thereafter, the IMbrave150 study (atezolizumab with bevacizumab)^10^ highlighted the potential of combination approaches with immune checkpoint inhibition (ICI) therapy, with enhanced responses for some patients and improved overall survival. Alongside advances in treatment options came an increased appreciation that heterogeneous treatment responses in patients with HCC provide a potential for patient stratification^5,6^. The lack of necessity for clinical biopsies in advanced HCC has resulted in a lack of tissue from late-stage disease. This hinders advances in defining clinically relevant stratification biomarkers and mechanistic understanding within subtypes for these patients. Preclinical models offer a biological platform for disease interrogation but, currently, few models faithfully recapitulate the complexity of human disease or have been validated against transcriptomic and phenotypic human HCC profiles^11,12^. There is therefore currently a need for human-relevant preclinical models to investigate therapy efficacies, providing guidance on subtype-specific treatments for different patient populations.

## Development of a suite of HCC models

To address this need, we first set out to generate a broad range of mouse models guided by the most commonly found genetic drivers of human HCC^4^. Human HCC is thought to evolve from a hepatocytic clonal origin under specific conditions promoting carcinogenesis, in contrast to recently described non-malignant clonal expansion^3,13–16^. We reproduced this aspect of cancer biology in our models by introducing the genetic alterations into adult mouse hepatocytes using conditional recombination technology and allowing the premalignant clones to evolve to HCC over time.

We intravenously injected adult mice with a viral vector encoding Cre recombinase with a hepatocyte tropism due to its thyroxine-binding globulin (TBG) promoter, AAV8.TBG.cre. This drove recombination of endogenous floxed alleles in individual hepatocytes in an immunocompetent environment (Fig. 1a). AAV8 was titrated to a dose (6.4 × 10^8^ genomic copies (GC) per mouse) that resulted in solitary hepatocyte targeting at low frequency (approximately 1%) and was highly hepatocyte specific (Extended Data Fig. 1a–d). Recombination occurred primarily in the first 5 days after injection, was observed across all three hepatocyte zones^17^, but was significantly different between male and female mice (Extended Data Fig. 1e–h). This led to a lower tumour count and consequently extended survival in female mice after induction of HCC-related oncogenes (Extended Data Fig. 1i–k). Furthermore, varying the induction dose or mutational burden affected the tumour occurrence and the speed of progression to the end point (Extended Data Fig. 1i,l).

**Fig. 1:**
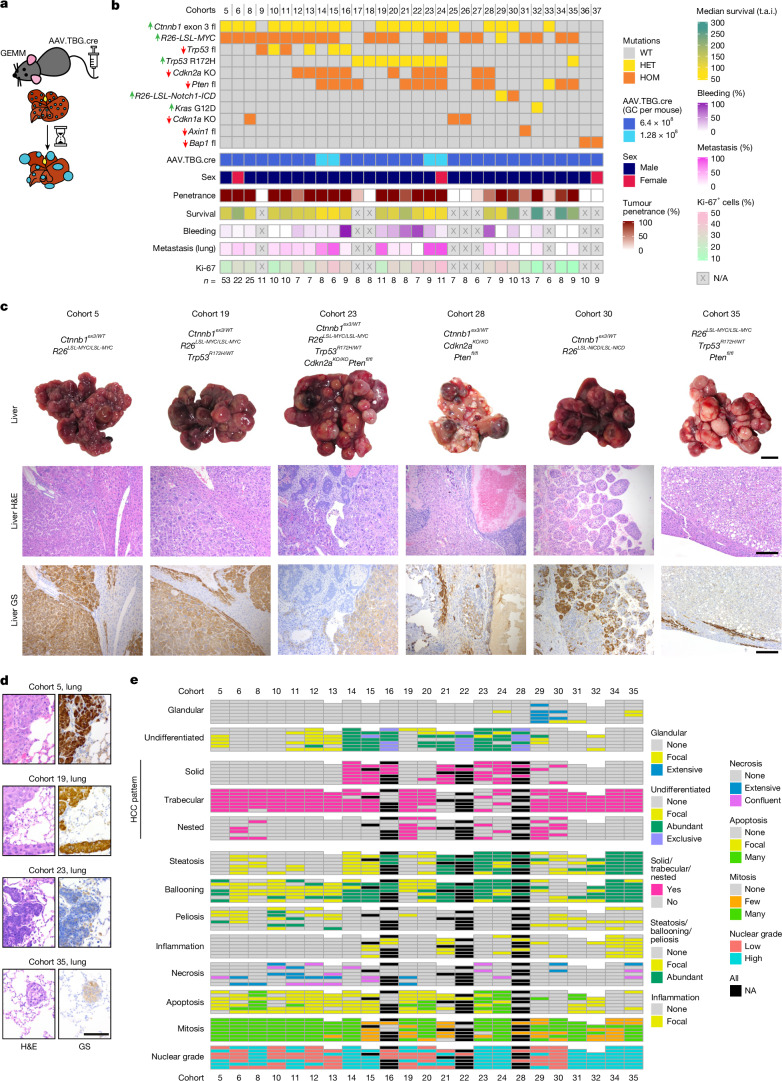
Comprehensive characterization of the genetic HCC mouse models. **a**, Experimental scheme. Conditional genetically engineered mice induced with AAV.TBG.cre virus develop tumours after clonal recombination of genes classically associated with HCC in a TCGA study^4^. **b**, Specific combinations of mutations, but not numbers of mutations, drive model-specific features such as survival, tumour proliferation (Ki-67), bleeding from tumour and metastasis in mouse models of HCC. The up arrows represent gain of function (green) and the down arrows represent loss of function (red). T.a.i., time after induction (days); HET, heterozygous; HOM, homozygous. Exact values are provided in Supplementary Table 1. **c**, Representative images showing that variation in macroscopic and microscopic phenotype depends on combinations of mutations. Glutamine synthetase (GS) was used as an indicator of activated CTNNB1 signalling. Scale bars, 1 cm (macroscopy) and 200 µm (microscopy). Histology for the full range of HCC GEMMs is shown in Extended Data Fig. 3. **d**, Representative images show lung metastases resembling the primary tumour phenotype as demonstrated by haematoxylin and eosin (H&E) and GS staining. Scale bar, 100 µm. **e**, Mouse HCC models present common patterns and characteristics used for identification and classification of human HCC based on in-depth histopathological examination. *n* = 5–7 mice per cohort as indicated by bars. Source data

We next applied this strategy to a broad range of HCC-relevant oncogene/tumour suppressor genes using a standardized dose in male mice unless otherwise stated. We particularly focused on genes identified by a TCGA study^4^ belonging to the WNT pathway, the cell cycle or the RTK–RAS–PI3K pathway growth. These genes were tested in multiple combinations with each other for their potency in tumour induction. (Fig. 1b). We included models with combinations that co-occur in early disease, such as *CTNNB1* + *MYC* or *PTEN* + *TP53*. However, we also included combinations that tend towards mutually exclusive in early disease but not in late-stage disease, such as *CTNNB1* + *TP53* (Extended Data Fig. 1m,n). We decreased the AAV induction titre in specific instances (cohorts 14, 15, 23 and 24, 1.28 × 10^8^ GC per mouse) to reduce the clonal burden, facilitating progression of these more aggressive models to larger individual tumours. Genotyping of end-stage tumours confirmed a high fidelity of recombination in the alleles targeted by the AAV induction (97.4–100%) (Extended Data Fig. 1o). We monitored 35 genetically distinct models, including models with a whole-body knockout of *Cdkn1a* or *Cdkn2a*, for liver nodule growth for a minimum of 230 days after induction (Extended Data Figs. 1l and 2a).

The majority of our models (83%) developed end-stage tumours within the study timeframe and most (69%) showed a tumour penetrance of higher than 50%. Notably, some combinations, such as *MYC* overexpression + *Trp53* alteration, which induced HCC in some but not all previously published models^12,18^, had very low to no tumour penetrance using our clonal evolution approach and did not reach end-stage tumours within the observed period. Reflective of human disease, we observed intratumoural haemorrhaging and/or rupture (bleeding) as well as metastatic spread to the lungs, one of the main metastatic sites in human HCC, together with bone and lymph nodes^2,19^ (Fig. 1b–d and Supplementary Table 1). We observed a negative correlation between an increased number of driver mutations and survival, despite a reduced clonal induction with a lower AAV titre, and a positive correlation between an increased number of driver mutations and tumour proliferation, as well as between mutational burden and lung metastasis in our cohorts (Extended Data Fig. 2b). Tumour haemorrhage did not correlate significantly with mutational burden but occurred predominantly in cohorts with a mutational pattern showing activated *Ctnnb1* and *Pten* loss without *MYC* overexpression (Extended Data Fig. 2c). Macroscopic and microscopic appearances were consistent with human HCC and covered a wide range of histological subtype phenotypes microscopically. This included well-differentiated HCC (for example, cohorts 5 + 19), undifferentiated HCC (such as cohorts 23 + 28), pseudoglandular HCC (for example, cohort 30) and steatotic HCC (for example, cohort 35) (Fig. 1c and Extended Data Fig. 3). Lung metastatic lesions reflected primary tumour histopathology (Fig. 1d). Histopathological assessment of morphological parameters is currently the gold standard for differential diagnosis of liver cancer in patients^20^. They showed strong similarities to human HCC histopathology, including typically observed architectural patterns (trabecular, glandular, solid and nested) and cytological atypia. Different combinations of genetic alterations resulted in distinct morphologies (Fig. 1e).

In summary, we used combinatorial genetic alterations, relevant to human HCC, to drive the development of autochthonous tumours in 27 immunocompetent mouse models. Tumour growth happened progressively over several months with individual hepatocytes as the cell of origin. These models recreate key features characteristic of human HCC biology, including histopathological phenotypes and metastatic spread.

## Cross-species alignment and validation

To determine how well our models further represent human HCC, we performed unbiased transcriptional analysis. We included a range of well-established carcinogen-induced (TOX) and orthotopic transplant (OT) HCC mouse models with our genetically engineered mouse models (GEMMs) to make this comparison more comprehensive (Fig. 2a).

**Fig. 2:**
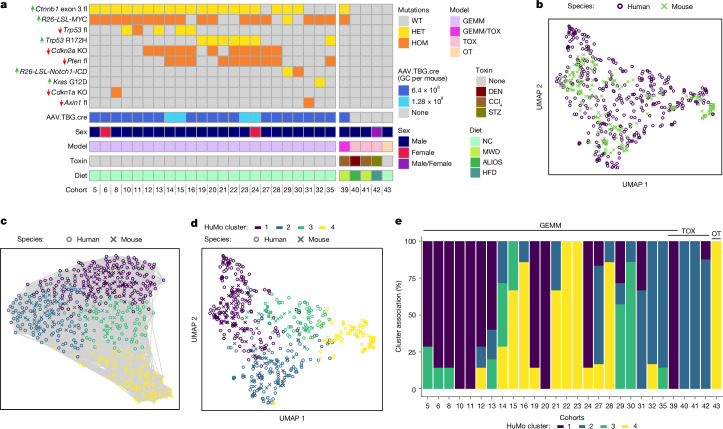
Transcriptional alignment classifies four common human/mouse (HuMo) clusters. **a**, Summary overview of mouse models used for transcriptional analysis. In addition to the GEMMs, described in Fig. 1, TOX and OT models were included. These include mice that were treated with diethylnitrosamine (DEN), carbon tetrachloride (CCl_4_) and streptozotocin (STZ), as well as multiple diets: modified western diet (MWD), American-lifestyle-induced obesity syndrome (ALIOS), high-fat diet (HFD) or normal chow (NC). **b**, The UMAP visualization demonstrates overlap of mouse (GEMM, TOX and OT) and human (TCGA) HCC transcriptional datasets^4^. **c**, Unbiased clustering using a Louvain community detection algorithm identifies four groups within human and mouse (GEMM, TOX and OT) HCC data. **d**, The distribution of the subgroups identified in **c** with UMAP highlights shared HuMo clusters. **e**, All HuMo clusters are represented in the analysed GEMMs with varying heterogeneity within the individual cohorts. Source data

Using nonlinear dimensionality reduction (uniform manifold approximation and projection, UMAP^21^) we mapped mouse end-stage HCC data onto the human HCC data^4^ (Fig. 2b). Individual models, both genetically modified and non-genetically modified, clustered within different regions in the UMAP plot (Extended Data Fig. 4a). However, mutational status is not always indicative of signalling status^22^, and genomic profiling of human HCC previously showed that mutations are not exclusively prognostic of association with specific subtypes^4^. This is especially relevant for advanced disease stages with a relatively high mutational burden^23^, where different genetic alterations can influence each other. We show that, for example, mutations in *CTNNB1*/*Ctnnb1* (human/mouse gene) do not always lead to upregulation of expression of downstream pathway targets (*GLUL*/*Glul*, *LGR5*/*Lgr5*, *LECT2*/*Lect2* or *NOTUM*/*Notum*) in human or mouse HCC (Extended Data Fig. 4b–f). Our mouse data also support the observation that mutational status by itself is not always predictive of the resemblance between cohorts (Extended Data Fig. 4a).

We therefore went on to compare the human and mouse transcriptome data based on functionally and mechanistically relevant pathway enrichment. We used the Louvain method for community detection^24^ to identify groups in our human/mouse HCC dataset (Fig. 2c). We detected four major human/mouse (HuMo) clusters (Fig. 2d). Genetic mouse models are represented in all four clusters with varying heterogeneity within cohorts, whereas the purely carcinogen-induced models are representative of only HuMo cluster 2 (Fig. 2e). Pathway enrichment analysis could establish cluster-specific characteristics. HuMo cluster 1 was enriched for pathways linked to metabolism and differentiation, but had negative enrichment for proliferation and inflammatory pathways. HuMo cluster 2 was related to cluster 1 but was distinct particularly through a higher enrichment in pro-inflammatory pathways. HuMo clusters 3 and 4 were both poorly differentiated and highly proliferative, with cluster 4 showing enrichment in epithelial-to-mesenchymal transition (Fig. 3a).

**Fig. 3:**
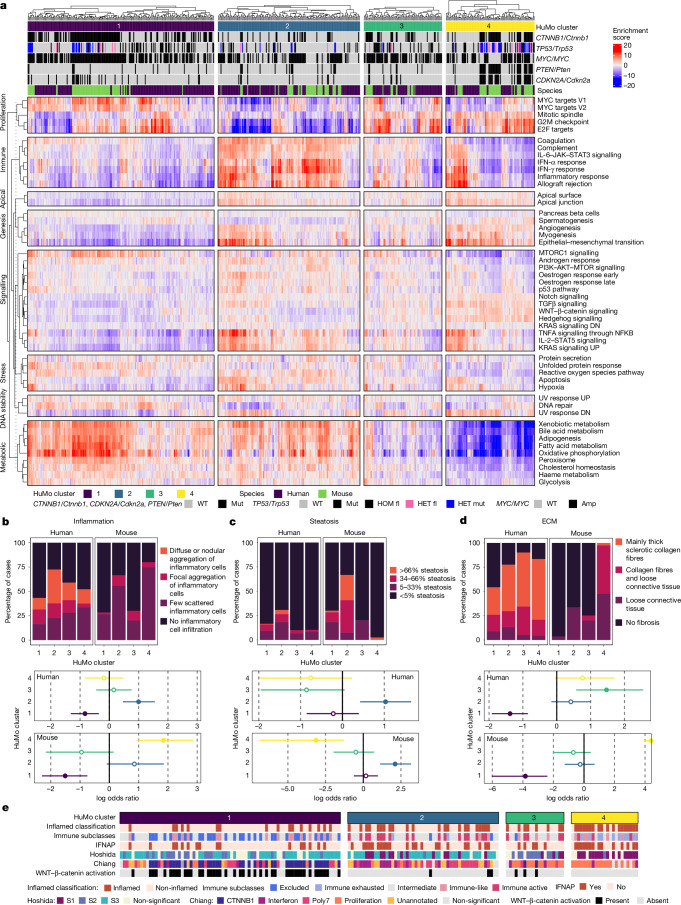
Individual HuMo clusters have distinct transcriptional and histological features. **a**, Pathway enrichment analysis across the GEMMs, non-GEMMs and human TCGA-HCC data^4^, indicating distinct identifying characteristics, including metabolic activity/differentiation, *MYC*/*Myc* pathway activation, proliferation propensity or immune status for the four HuMo clusters. *n* = 371 (human) and 187 (mouse). DN, downregulated; UP, upregulated; mut, mutated; amp, amplified; fl, floxed. **b**–**d**, Transcriptional alignment correlates with histopathological similarities (inflammation (**b**), steatosis (**c**) and extracellular matrix (ECM) (**d**)) between human (*n* = 334) and mouse (*n* = 147) liver samples from the same HuMo clusters. Data are the log odds ratio (dots) 95% confidence intervals (bars). Statistical analysis was performed using Fisher tests; *P* > 0.05 (open circles), *P* ≤ 0.05 (closed circles). **e**, The distribution of HuMo clusters 1 to 4 and their alignment to previously reported molecular and immune HCC classifications and signatures^26–29^ in a validation cohort of human HCC^25^. The full pathway heat map is shown in Extended Data Fig. 6 and associated statistical analysis is shown in Supplementary Table 2. *n* = 171 (human HCC). Source data

To assess whether the transcriptional clustering corresponded to similar histopathological features in mice and human HCC within the same cluster, we compared our mouse tumours to TCGA tissue^4^. We observed that mouse and human tissue belonging to the same HuMo cluster did indeed have analogous morphological characteristics (Extended Data Fig. 5a). Tissue from HuMo cluster 1 showed well-differentiated HCC (Extended Data Fig. 5b,c). HuMo cluster 2 tissue presented with inflammation, steatosis and steatohepatitis (Fig. 3b,c and Extended Data Fig. 5d). HuMo cluster 3 and 4 tissue displayed deposition of extracellular matrix and moderately (cluster 3) to poorly (cluster 4) differentiated HCC (Fig. 3d and Extended Data Fig. 5b,c). We next validated our classification in a previously published, independent dataset of human HCC^25^. The patients could all be assigned a HuMo cluster with similar distribution dynamics to the TCGA dataset. Again, HuMo cluster 1 was enriched for immune-evasive signatures, including the immune-excluded subclass^25^, and was de-enriched for ICI response signatures, including the IFNAP signature^26^. Conversely, HuMo cluster 2 had higher inflammatory signalling signatures and was enriched for immune-active tumours^25^, but without WNT–β-catenin activation. HuMo clusters 3 and 4 featured a strong progenitor signature (CK19 mutation signature) consistent with the previously observed histological phenotype of these clusters. Only HuMo cluster 4 was significantly enriched for the inflamed HCC class with an immune-exhaustion signature and characterized by TGFβ and EMT signatures (Fig. 3e and Extended Data Fig. 6a,b).

When comparing survival across the species, there was general correlation between patients and the respective GEMMs across a range of molecular subtype classifications, including HuMo, Hoshida^27^ and Chiang^28^. Importantly, HuMo offers a distinct patient classification. This clustering approach distinguished two patient populations within the Hoshida S3 molecular subclass, namely HuMo clusters 1 and 2. Hoshida et al. implied that S3 might consist of two subpopulations with *CTNNB1* as a dividing factor, but did not use this as a factor in their classification^27^. This distinction in our analysis resulted in differences in patient survival that were unappreciated when using the Hoshida classification; patients associated with HuMo cluster 2 had an improved survival probability relative to patients associated with the other HuMo clusters. Furthermore, this distinction separates the immune-excluded (HuMo cluster 1) from the immune-active (HuMo cluster 2) subclasses. It also surpasses previous attempts of comparing mouse and human HCC data in scale and detail^11,12^ (Extended Data Figs. 6a and 7 and Supplementary Table 2).

In brief, we identified four distinct clusters, common across human and mouse models, by integrating our mouse transcriptional data with human HCC transcriptional data. Our models recapitulate transcriptionally the full range of human HCC, including within individual clusters. This aligned with similar histopathological features and relative survival within clusters, with specific GEMMs representative of individual subtypes of human HCC. Moreover, our HuMo classification is able to discriminate between HCC with WNT–β-catenin activation (HuMo1) and those without WNT–β-catenin activation (Humo2) within non-proliferative tumours (Hoshida S3).

## Distinct responses to therapy by subtype

To examine the translational potential of our models, we investigated response to standard-of-care treatments. We focused on one model in a proof-of-principle set of experiments. Approximately 30% of patients with HCC have mutations leading to activation of the β-catenin signalling pathway^4^. HCC with activated β-catenin signalling has a low enrichment score for immune signatures and has been, in most cases, associated with immune exclusion^25,29^. Furthermore, active β-catenin pathway signalling has been linked to ICI resistance in a prospective HCC cohort study^5^, suggesting a need for alternative treatment options for this patient subgroup. In the TCGA dataset, 65% (57 out of 88) of patients with mutations in *CTNNB1* were associated with HuMo 1 and made up 47% (57 out of 118) of patients in that cluster (Extended Data Fig. 8a,b). Moreover, humans and mice associated with HuMo cluster 1 had immune-cell paucity and a low immune score (Fig. 3a,b and Extended Data Fig. 8c–e). We therefore identified HuMo cluster 1 as the one most likely to correspond to the group of patients with activated β-catenin pathway signalling that would benefit from alternative treatment options. Cohort 5 mice (*Ctnnb1*^*ex3/WT*^*R26*^*LSL-MYC/LSL-MYC*^, hereafter BM mice) were used as a representative model and showed phenotypic resemblance to human *CTNNB1*-mutated HCC.

We aimed to mimic the treatment of established tumour lesions. We therefore first performed a time-course analysis for tumour onset in the BM mouse model (cohort 5) to determine an appropriate timepoint for the start of treatment. We observed clonal induction of hepatocytes, which evolved over time into microscopic lesions and then macroscopic tumour nodules, with glutamine synthetase (GS) as a marker of β-catenin driven tumour induction (Fig. 4a–c). Tumour evolution from single clones led to moderate intertumoural and intermurine transcriptional heterogeneity in end-stage tumours, including activation of pro-tumorigenic pathways such as proliferation or angiogenesis. However, while gene expression in tumours was markedly different to non-tumour tissue, it was also consistently different compared with livers with a global hepatocytic short-term expression of the same oncogenes (Extended Data Fig. 8f–i). This implied a consistent trajectory of clonal evolution occurring during tumour progression^3,13^. Relevant long-term models in which this evolution can take place are essential for studying HCC in preclinical models.

**Fig. 4:**
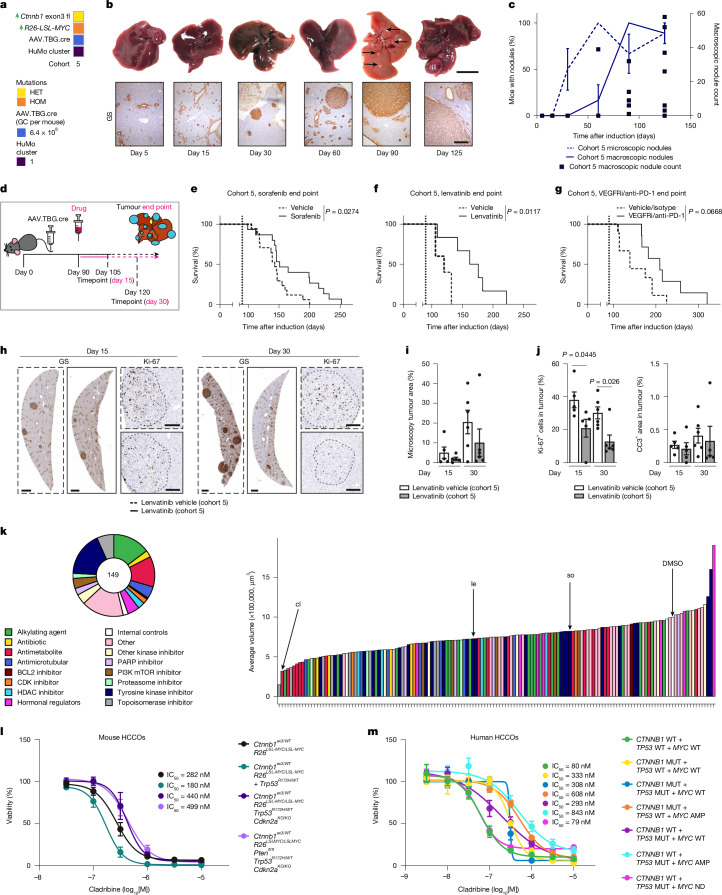
Testing standard-of-care therapies and new therapeutic class identification in a representative mouse cohort of HuMo cluster 1. **a**, The cohorts used in **b**–**k**. **b**, Temporal tracking of tumour development from a single clone to established HCC in male BM (cohort 5) mice using microscopic nodule detection through GS and macroscopic whole-liver assessment. The black arrows indicate macroscopic lesions at day 90. Scale bars, 200 µm (microscopic) and 1 cm (macroscopic). **c**, Quantification of microscopic and macroscopic nodules and macroscopic nodule count over time in male BM mice. *n* = 5, 6 and 9 mice for days 15, 30/60/90 and 125 respectively. Data are mean ± s.e.m. **d**, The treatment scheme for **e**–**j**. **e**,**f**, Treatment with the TKIs sorafenib (45 mg per kg, oral) (**e**) or lenvatinib (10 mg per kg, oral) (**f**) in male BM mice. The dotted vertical line indicates the treatment start. *n* = 17, 15, 5 and 6 mice for sorafenib vehicle, sorafenib, lenvatinib vehicle and lenvatinib, respectively. Statistical analysis was performed using log-rank tests. **g**, Combination treatment with VEGFRi (3 mg per kg, oral) and the immune-checkpoint inhibitor anti-PD1 (200 µg per mouse, intraperitoneal) in male BM mice. The dotted vertical line indicates the treatment start. *n* = 9 (vehicle + IgG isotype) and 8 (VEGFi + anti-PD1). Statistical analysis was performed using log-rank tests. **h**–**j**, Timepoint analysis (**h**) and quantification of GS (**i**) and Ki-67 and cleaved caspase 3 (CC3) (**j**) immunohistochemistry at day 15 and 30 after lenvatinib treatment in male BM mice. The dotted lines indicate the tumour borders. Scale bars, 1 mm (GS) and 200 µm (Ki-67). *n* = 5 and 6 mice at days 15 and 30, respectively (for vehicle and lenvatinib). Data are mean ± s.e.m. Statistical analysis was performed using a two-tailed unpaired *t*-test (day 15) and a Mann–Whitney *U*-test (day 30). **k**, High-throughput screening of 147 FDA-approved anti-cancer drugs plus internal controls, highlights antimetabolites (red) having an effect on growth of the HCCO tumouroids from BM mice; with cladribine (cl) having the greatest effect, while lenvatinib (le)/sorafenib (so) have only modest effect on the tumour cells. The full ranking is shown in Supplementary Table 3. **l**,**m**, In vitro validation of cladribine efficacy in mouse (**l**) and human (**m**) HCCOs. *n* = 3 different passages from 1–2 HCCO lines per mouse cohort, technical duplicates; 3 different passages from one to five human HCCO lines per driver combination, technical duplicates. Data are mean ± s.e.m. Source data

We started drug treatment at day 90, based on 100% of cohort 5 (BM) mice having macroscopic tumours and 96% of cohort 5 (BM) mice surviving past this timepoint (Fig. 4a–d and Extended Data Fig. 2a). Cohort 5 mice showed a significant increase in survival after treatment with the TKIs sorafenib and lenvatinib (Fig. 4e,f). However, treatment with the ICI agent anti-PD1 or treatment with ICI + VEGFRi (modelling atezolizumab + bevacizumab as first-line HCC systemic therapy^10^) did not impact the overall survival in this cohort (Fig. 4g and Extended Data Fig. 9a,b). These results are similar to the reported drug responses to TKIs and ICI in human patients with activated β-catenin signalling^5^. In mice from the immune-active HuMo cluster 2, ICI + VEGFRi resulted in an improved survival (Extended Data Fig. 9a,c). This is also consistent with the transcriptomic signatures predicting ICI response (Extended Data Fig. 6a).

Investigating disease progression after initial response to therapy, we observed changes in macroscopic and microscopic appearances in end-stage tumours of cohort 5 (BM) mice treated with lenvatinib. Tumours were different in colour and stiffer. Microscopic HCC patterns shifted from mostly well-differentiated to a poorer differentiated phenotype with a greater stromal presence (Extended Data Fig. 9d,e). Furthermore, more mice in this treatment arm presented with lung metastases compared with vehicle treatment or other treatments (Extended Data Fig. 9f). Monitoring of tumour growth using magnetic resonance imaging suggested a delayed and decreased tumour growth initially after lenvatinib treatment (Extended Data Fig. 9g). We also observed a higher metastatic burden in a second model (cohort 23, *Ctnnb1*^*ex3/WT*^*R26*^*LSL-MYC/LSL-MYC*^*Pten*^*fl/fl*^*Trp53*^*R172H/WT*^*Cdkn2a*^*KO/KO*^) with increased survival after lenvatinib treatment (Extended Data Fig. 9h–j). We hypothesized that the increased aggressiveness, manifested by morphological changes and greater metastatic burden, resulted from the extended survival coupled with an altered phenotype associated with acquired resistance to lenvatinib therapy. We therefore investigated livers of cohort 5 (BM) mice after 15 days and 30 days of lenvatinib treatment from day 90 after induction (Fig. 4d). We observed no differences in tumour morphology, but there was a decreased tumour burden through less proliferation, without increased cell death, at both the 15 and 30 day timepoints in lenvatinib-treated mice (Fig. 4h–j). There were no detectable metastases at either timepoint, supporting our hypothesis that the heightened aggressiveness in this model is a late-stage on-treatment event.

Overall, treatment responses in this specific GEMM were reminiscent of a distinct, common and difficult-to-treat subtype of HCC, characterized by a transient survival benefit observed in human phase 3 clinical studies^8,9^.

## Screening-based therapy identification

After establishing the response to current standard-of-care treatments of mice representative of HuMo cluster 1 (cohort 5, BM), we concentrated on identifying therapeutic options for this difficult-to-treat subgroup. We performed an in vitro high-throughput screen based on GEMM-derived HCC organoids (HCCOs)^30^, with subsequent in vivo validation in the respective GEMM (Extended Data Fig. 10a).

HCCOs recapitulate the transcriptomic profile, histological organization and tumorigenic potential of the primary tumour^31,32^ and are therefore suited to investigate drug effects on tumour cells. They allow for rapid testing of a large range of drugs and for a side-by-side comparison between mouse-derived and human-derived tumour cells.

HCCOs derived from end-stage tumours of cohort 5 (BM) mice expressed β-catenin, its downstream target GS and retained MYC overexpression as well as markers of proliferation (Ki-67) and differentiation (HNF4a), features that are shared with the corresponding primary tumour (Extended Data Fig. 10b). Despite these similarities, the transcriptional phenotype of HCCOs differed from the original tumours. 

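The transcriptional phenotype of HCCOs was measured by RNA-seq of 10 libraries from 7 HCCO lines of 4 cohorts, and the libraries of the original tumours were not analysed here. In all lines, β-catenin was activated through deletion of exon 3 in 1 copy of Ctnnb1, and MYC was expressed from the Rosa26 locus (BM). Cohort 5, with these alleles only, gave line RMH47.1b, sequenced at passage 41, and line RMH115.2d, sequenced at passages 13 and 20. Cohort 19 also carried Trp53 R172H and gave lines ICZ5.3d (passage 13) and ICZ8.4a (passage 12). Cohort 20 carried Trp53 R172H and a knockout of Cdkn2a and gave line ICO3.5g (passage 15). Cohort 23 carried the alleles of cohort 20 and a deletion of Pten and gave lines ICF17.3b (passages 15 and 22) and ICF16.1e (passages 19 and 26). The paper gives the Cdkn2a knockout as whole-body, so it was not induced by AAV. Mice of cohort 23 received a lower dose of the AAV that induces the other alleles than those of the other 3 cohorts. All lines came from male mice. Each line has a name of its own, and the labels do not state which mouse each came from.
The total count per library was 39405582 to 49577524 (median 41435409) in the 3 libraries of cohort 5, 39015434 and 39559866 in cohort 19, 38332415 in cohort 20 and 32315266 to 40588391 (median 36885805.5) in the 4 libraries of cohort 23. Between 13943 and 15108 genes reached 1 CPM (a count scaled to the library total) in a library. Alb, which encodes the plasma protein albumin, was the most abundant transcript in the 3 cohort 5 libraries with 2.89%, 9.21% and 3.37% of the counts. In the other 7 libraries mt-Co1, a subunit of cytochrome c oxidase encoded in the mitochondrial genome, was the most abundant with 1.79% to 2.81%. The authors deposited unnormalized counts per gene from stranded libraries of polyadenylated RNA. The submitters' processing notes name HISAT2 2.2.1, Subread 2.0.1 with featureCounts, MultiQC and the GRCm39 genome, without their roles. The paper's paragraph on mapping gives a release of the mouse annotation for single-end reads mapped with STAR, without saying whether HCCOs were included. The strand setting and the treatment of reads with several matches are not given in the sources used here. The counts of mt-Co2 and of its nuclear copy Gm28661 were nearly equal (ratio 0.999), as were those of mt-Co3 and Gm28437 (ratio 1.00), so the levels of such genes are uncertain. Counts of Myc are those of the mouse gene, because the human MYC transgene is not a gene of the count table.
The line was the replicate, and the counts of a line's passages were summed. Counts were scaled by the trimmed mean of M values (TMM) and tested with edgeR's quasi-likelihood test, at a Benjamini-Hochberg adjusted p under 0.05. After a filter on low counts, 22056 genes were tested between cohorts and 17755 between passages. Lines of the same cohort differed widely, with a common dispersion of 0.502. In counts simulated with the spread of these lines, the test of cohort 23 against the other cohorts recovered 1.49% of the genes changed 4-fold, 32.8% of those changed 16-fold and 72.7% of those changed 256-fold. Levels in CPM are relative to the library total.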

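Epithelial genes were expressed in all 10 HCCO libraries, whereas most marker genes of lymphocytes and macrophages stayed under 1 CPM. Of 18 epithelial genes, 15 to 18 reached 1 CPM in a library, and their summed level was 637 to 7162 CPM (median 2742). The most abundant were the keratin genes Krt18 (138 to 2112 CPM) and Krt8 (2.91 to 1213 CPM) and the adhesion molecule gene Epcam (5.86 to 976 CPM). Of 20 lymphocyte genes, 17 stayed under 1 CPM in every library, and the summed level was 1.33 to 28.8 CPM (median 5.13). The highest levels in this list were 13.9 CPM of the T cell kinase gene Lck, 12.5 CPM of the cytokine gene Ltb and 5.82 CPM of the granzyme gene Gzma. Of 17 macrophage genes, 13 stayed under 1 CPM in every library, and the summed level of 7.64 to 126 CPM (median 30.5) came mostly from the lysosomal gene Cd68 (6.97 to 122 CPM). The next genes of this list, Csf1r and Mpeg1, reached 11.15 CPM and 3.55 CPM at most. Of 18 endothelial genes, 9 stayed under 1 CPM in every library, and the summed level was 20.3 to 148 CPM (median 31.3). The highest on average was Egfl7, a secreted vascular protein (8.33 to 104.5 CPM), followed by the clotting factor gene Vwf (at most 28.5 CPM) and the vascular cadherin gene Cdh5 (at most 31.3 CPM).
Stellate cell and fibroblast genes varied more between lines. Only 3 of 19 stayed under 1 CPM in every library, and the summed level was 15.1 to 2084 CPM (median 450). Reln reached 1788 CPM in RMH115.2d at passage 13 and was at most 0.0554 CPM in 6 libraries of other cohorts, Ecm1 ranged from 4.58 to 896.5 CPM, and the growth factor receptor gene Pdgfra from 0 to 224 CPM. Hepatocyte genes had the widest range, with a summed level of 241 to 178200 CPM (median 624). In ICZ8.4a of cohort 19, Krt8 and Cdh1, which encodes E-cadherin, were at their lowest (Cdh1 6.45 CPM, against 119 to 709 CPM in the other 9 libraries), and the mesenchymal filament gene Vim was at 369 CPM, against 763 CPM in ICF17.3b at passage 22 and 1.59 to 164 CPM in the other 8 libraries. Cdh1 and Vim were chosen after their values were seen. These levels were not tested, and some genes of each list are also expressed by other cell types.

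**Figure D1:**
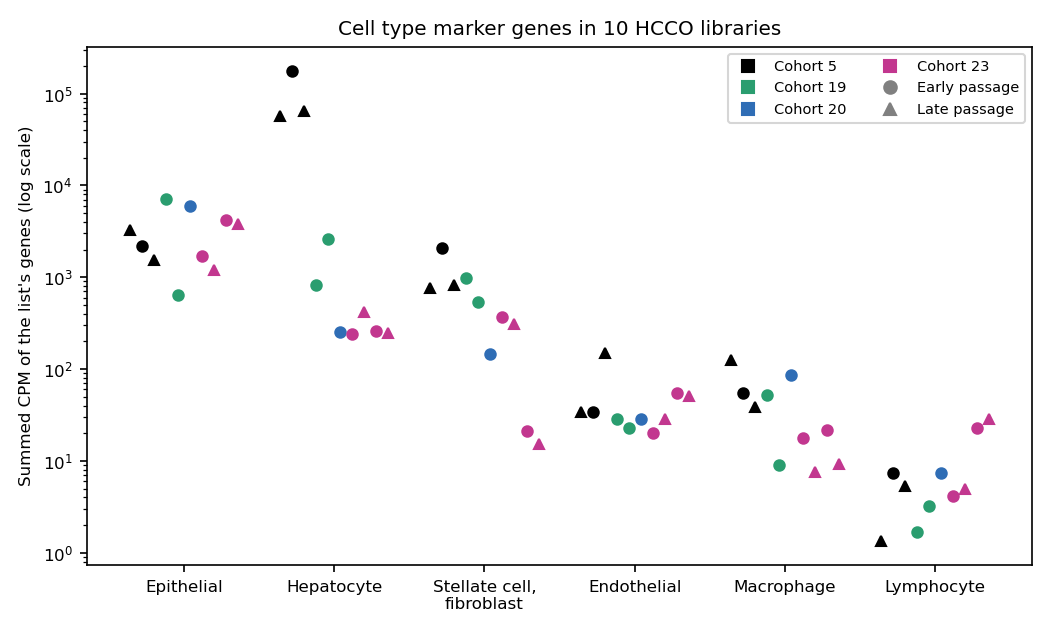
Summed CPM of 6 lists of cell type marker genes (log axis) in each of the 10 HCCO libraries. Colour gives the cohort, circles are early and triangles late passages. Lymphocyte genes stay at or under 28.8 CPM, whereas hepatocyte genes range from 241 to 178200 CPM.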

We propose that this is due to the simplified nature of HCCOs as an epithelial-cell-only model as well as adaptive response to the culture conditions. 

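Genes of differentiated hepatocytes were abundant in both lines of cohort 5 and close to 0 in most lines of cohorts 19, 20 and 23. Alb was at 28930 CPM in RMH47.1b and at 92130 and 33700 CPM at the 2 passages of RMH115.2d, against 2170 CPM in ICZ8.4a and at most 2.19 CPM in the other 4 lines. Fga, the α chain of fibrinogen (ENSMUSG00000028001, chromosome 3 from 82933383 to 82940934 of GRCm39), was at 2489 CPM in RMH47.1b, at 5451 and 1001 CPM in RMH115.2d and at most 0.157 CPM in the 7 libraries of the other cohorts. Kng2, a kininogen (ENSMUSG00000060459, chromosome 16 from 22804602 to 22848232), was at 243.6, 339.7 and 55.9 CPM in the same 3 libraries and at most 0.101 CPM in the other 7. Both genes were lower in cohort 19 than in cohort 5 (adjusted p = 0.0183 for each from edgeR) and lower in cohort 23 than in cohort 5 (adjusted p = 0.0151 for each), and they were the 2 genes that differed between any cohorts (adjusted p = 0.0116 for each).
From 6 counts in cohort 19 and 367563 in cohort 5, Fga was 36910-fold lower (95% interval 16960 to 100600, for counting error only). Kng2, which may share reads with its paralog Kng1, was 2259-fold lower (95% interval 1096 to 5620, 7 against 26250 counts). In cohort 23, Fga was 68900-fold lower (31650 to 187700) and Kng2 4217-fold lower (2047 to 10490). Of 33 hepatocyte genes, 31 had a log2 fold change below 0 in cohort 19 against cohort 5, of which 1 (Fga) was lower over all genes tested and 21 were lower when adjusted over the list alone. The median log2 fold change of the list was -8.01, or -7.06 with a minimum of 3 counts per line, and the list was lower than other genes (adjusted p = 1.01e-34 from camera). The adjusted p = 0.263 with an estimated correlation. Other members with the smallest p were F2, which encodes prothrombin (698 to 1452 CPM in cohort 5 and at most 0.531 CPM elsewhere), Fgg, the γ chain of fibrinogen (686 to 3636 CPM and at most 0.157 CPM), and the phenylalanine hydroxylase gene Pah (264.5 to 721 CPM and at most 0.0531 CPM). The transferrin gene Trf was at 6750 to 34840 CPM in cohort 5, at 43.7 and 229 CPM in cohort 19 and at most 3.81 CPM in cohorts 20 and 23.
No other gene differed in either comparison from edgeR, with 2034 genes at an unadjusted p under 0.05 between cohorts 19 and 5 and 2706 between cohorts 23 and 5, where DESeq2 called 1272 and 1975 genes. No gene differed between cohorts 20 and 5 from edgeR (1853 at an unadjusted p under 0.05, 1142 from DESeq2). DESeq2 also called Fga and Kng2 in both comparisons, and limma-voom on the 10 libraries called neither. The calls between cohorts 19 and 5 were kept without ICO3.5g (the same 2 genes) and lost without RMH47.1b, RMH115.2d, ICZ5.3d, ICZ8.4a, ICF17.3b or ICF16.1e (0 genes each from edgeR, with 1606 to 2014 at an unadjusted p under 0.05, and adjusted p = 0.149 to 0.249 for Fga and for Kng2). Between cohorts 23 and 5, 9 genes were called without ICZ5.3d or without ICZ8.4a, 2 without ICO3.5g and 0 without RMH47.1b, RMH115.2d, ICF17.3b or ICF16.1e (1640 to 2306 at an unadjusted p under 0.05).

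**Figure D2:**
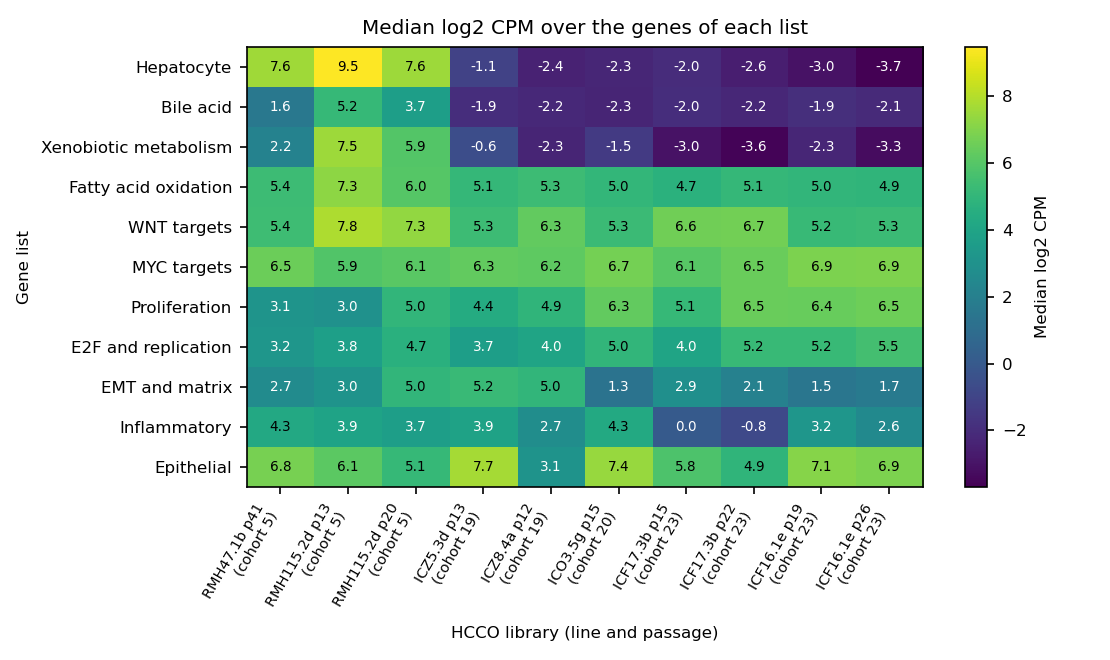
Median log2 CPM of the genes of 11 lists (rows) in each of the 10 HCCO libraries (columns), with the colour scale in log2 CPM. The hepatocyte median is 7.57 to 9.47 in the 3 cohort 5 libraries and -3.69 to -1.08 in the other 7.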

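Other gene groups of liver metabolism were also at lower levels in cohort 19 than in cohort 5. Of 34 genes of xenobiotic metabolism, 30 had a log2 fold change below 0 (median -5.24, or -4.59 with a minimum of 3 counts per line). No gene of the list was lower over all genes, 2 were lower when adjusted over the list alone (the glutathione transferases Gstm1 and Gstm3), and the list was lower from camera (adjusted p = 3.26e-15). The adjusted p = 0.431 with an estimated correlation. Gstm3 was at 111 to 213 CPM in cohort 5 and at 4.51 and 4.73 CPM in cohort 19 (log2 fold change -5.43, SE 0.67, adjusted p = 0.269), and both genes may share reads with other members of their family. All 20 bile acid genes were below 0 (median -3.11, or -2.23 with the minimum, camera adjusted p = 4.27e-10, adjusted p = 0.431 with an estimated correlation), and 2 were lower over the list alone, the sterol carrier Scp2 (log2 fold change -3.12, SE 0.28, adjusted p = 0.156) and the bile acid transporter Slco1b2 (153 to 463 CPM against 0 and 0.0758 CPM). All 27 genes of fatty acid oxidation were below 0 (median -1.12, or -1.30 with the minimum, camera adjusted p = 7.45e-11, adjusted p = 0.586 with an estimated correlation). None of these was lower over all genes and 9 were lower when adjusted over the list alone, among them the dehydrogenase gene Hadh (log2 fold change -1.41, SE 0.26, adjusted p = 0.393) and the thiolase gene Acaa2 (log2 fold change -2.25, SE 0.56). The median log2 CPM of this list was nearly level in RMH47.1b of cohort 5 (5.373) and ICZ8.4a of cohort 19 (5.355). It was 6.67 in RMH115.2d of cohort 5 and 5.08 in ICZ5.3d of cohort 19. Of 22 genes of the endoplasmic reticulum stress response, 20 were below 0 (median -0.83, or -0.79 with the minimum, camera adjusted p = 1.86e-07, adjusted p = 0.335 with an estimated correlation). Sdf2l1, of the chaperone complex, was lower over the list alone (log2 fold change -1.81, SE 0.31, adjusted p = 0.373), and the transcription factor gene Xbp1 had a log2 fold change of -1.49 (SE 0.34).
Of 31 genes of epithelial-mesenchymal transition and extracellular matrix, 22 had a log2 fold change above 0 in cohort 19 (median 1.71, or 2.28 with the minimum, camera adjusted p = 0.000446, adjusted p = 0.652 with an estimated correlation), none over all genes or over the list alone. Snai1, a repressor of E-cadherin, was at 0.323 to 1.24 CPM in cohort 5 and at 3.56 and 19.2 CPM in cohort 19, and the matrix gene Thbs1 at 36.6 to 242 CPM and at 882 and 1398 CPM, while Fn1, which encodes fibronectin, had a log2 fold change of -1.39 (SE 0.82). Other members differed between the cohort 19 lines. With TMM-scaled library sizes, Acta2 was at 0.161 CPM in ICZ5.3d and 9.80 CPM in ICZ8.4a, and Ccn2 at 194 and 16.9 CPM. The median log2 CPM of this list was 2.67 in RMH47.1b and 4.77 in RMH115.2d, against 5.24 in ICZ5.3d and 5.00 in ICZ8.4a. Of 16 stellate cell and fibroblast genes, 12 were above 0 (median 1.45, or 1.63 with the minimum, camera adjusted p = 0.0379, adjusted p = 0.652 with an estimated correlation). The proteoglycan gene Dcn was at most 0.0403 CPM in cohort 5 and at 12.9 and 8.52 CPM in cohort 19, and Reln went the other way (440 to 1788 CPM and 0.0256 and 21.1 CPM). In ICZ8.4a, these levels went with the low Krt8 and Cdh1. Proliferation genes were above 0 for 24 of 25 (median 0.60, camera adjusted p = 0.00108, adjusted p = 0.805 with an estimated correlation).
Lower from camera were also sterol and fat synthesis (27 of 28 below 0, adjusted p = 2.38e-11, adjusted p = 0.383 with an estimated correlation), p53 targets (25 of 30, adjusted p = 8.03e-06), oxidative phosphorylation (33 of 37, adjusted p = 0.00109), WNT targets (18 of 25, adjusted p = 0.00178) and hypoxia and glycolysis (18 of 27, adjusted p = 0.0366). For these 4 lists the adjusted p = 0.586 to 0.652 with an estimated correlation. Over the list alone, Insig1, Lss and Pcsk9 of sterol synthesis and Lect2 and Rgn of the WNT targets were lower. Line medians of proliferation, stellate, p53 and WNT genes overlapped between cohorts 19 and 5. The other 14 lists tested had an adjusted p of 0.157 to 0.982, and 5 of these, with a median above 0, were on the lower side in camera (inflammatory 0.04, interferon 0.06, epithelial 0.16, sex check 0.59 and macrophage genes 1.02). Over the inflammatory list alone, C3 and Icam1 were lower and Cxcl5 was higher. Calls were lost without RMH47.1b for matrix (0.0798), stellate (0.366), proliferation (0.745), p53 (0.0771) and hypoxia genes (0.175), without ICZ8.4a for stellate (0.910), proliferation (0.142), p53 (0.0546) and hypoxia genes (0.525), without ICO3.5g for stellate genes (0.217) and without RMH115.2d for WNT targets (0.0840).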

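Genes of the cell cycle and of DNA replication were at higher levels, and inflammatory, interferon and sterol synthesis genes at lower levels, in cohort 23 than in the mean of cohorts 5, 19 and 20, without a clear gap between the lines of cohort 23 and all other lines. In the cell cycle and replication lists, only ICO3.5g of cohort 20 lay within the range of the cohort 23 lines. ICO3.5g and ICF16.1e of cohort 23 are not known to be separate cultures. Cohort 23 also had a lower AAV dose than cohorts 5, 19 and 20, which this comparison cannot separate from its alleles. All 25 proliferation genes had a log2 fold change above 0 (median 1.17, camera adjusted p = 1.72e-15, adjusted p = 0.648 with an estimated correlation). Ube2c, a ubiquitin conjugase of mitotic exit, was at 47 to 157 CPM in cohort 23, at 6.80 to 33.3 CPM in cohorts 5 and 19 and at 123 CPM in ICO3.5g of cohort 20 (log2 fold change 1.31, SE 0.24, adjusted p = 0.801 from edgeR). The list's median log2 CPM was 5.91 in ICF17.3b and 6.47 in ICF16.1e, 6.33 in ICO3.5g and 3.12 to 4.95 in the lines of cohorts 5 and 19. In ICF17.3b it was 5.11 at passage 15 and 6.45 at passage 22. With the earliest passage of each line the adjusted p = 2.77e-12 from camera. Foxm1, a transcription factor of the G2/M phase, had a log2 fold change of 1.53 (SE 0.41, adjusted p = 0.801). All 29 genes of E2F and replication were above 0 (median 0.87, camera adjusted p = 2.35e-08, adjusted p = 0.697 with an estimated correlation), such as the helicase gene Mcm2 (log2 fold change 1.16, SE 0.41). The median log2 CPM of this list was 4.86 in ICF17.3b, 5.398 in ICF16.1e, 4.99 in ICO3.5g and 3.25 to 4.45 in the lines of cohorts 5 and 19.
Of 22 inflammatory genes, 19 were below 0 (median -1.84, or -2.23 with a minimum of 3 counts per line, camera adjusted p = 1.39e-08, adjusted p = 0.599 with an estimated correlation). The list's median log2 CPM was -0.37 in ICF17.3b, below all other lines, and 2.93 in ICF16.1e, within the range of the 5 lines of other cohorts (2.76 to 4.34). Without ICF17.3b the adjusted p = 0.00582 from camera. The complement gene C3 was at 893 to 3677 CPM in cohort 5, at 21.6 and 52.8 CPM in cohort 19, at 22.8 CPM in ICO3.5g and at 1.1 to 10.0 CPM in cohort 23 (log2 fold change -4.90, SE 0.94), and the chemokine gene Cxcl5 had a log2 fold change of -2.30 (SE 0.56). Sterol and fat synthesis genes were below 0 for 26 of 28 (median -0.48, camera adjusted p = 4.62e-07, adjusted p = 0.599 with an estimated correlation), such as the desaturase gene Sc5d (72.7 to 87.7 CPM in cohort 23 and 118 to 323 CPM elsewhere, log2 fold change -1.05, SE 0.26). The list's median log2 CPM was 6.37 in ICF17.3b and 6.4995 in ICF16.1e, 6.47 in ICZ8.4a and 7.05 to 7.92 in the other 4 lines. Interferon response and antigen presentation genes were below 0 for 25 of 30 (median -0.83, camera adjusted p = 3.30e-06, adjusted p = 0.648 with an estimated correlation), such as the antiviral gene Mx2 (log2 fold change -2.27, SE 0.63) and Stat2 (log2 fold change -0.77, SE 0.25). The median log2 CPM of this list in cohort 23 (1.48 in ICF17.3b and 2.10 in ICF16.1e) was nevertheless above that of RMH47.1b (0.59) and ICZ8.4a (0.66). Hepatocyte genes were below 0 for 31 of 33 (median -4.08, or -4.03 with the minimum, camera adjusted p = 2.21e-13, adjusted p = 0.599 with an estimated correlation), and 6 were lower over the list alone. These 6, Fgb, Fga, Fgg, Trf, F2 and Hpx, were near 0 in cohort 20 as well, for example Fgb at 1217 to 5564 CPM in cohort 5 and at most 1.77 CPM in all other libraries.
Also below 0 from camera were xenobiotic metabolism (32 of 34, adjusted p = 6.65e-07), insulin and FOXO targets (15 of 21, adjusted p = 0.00443), bile acid genes (18 of 20, adjusted p = 0.00951), fatty acid oxidation (22 of 27, adjusted p = 0.0108) and matrix genes (18 of 31, median -0.23, or -1.08 with the minimum, adjusted p = 0.0269), with an adjusted p = 0.599 to 0.871 with an estimated correlation. Line medians of hepatocyte, xenobiotic, bile acid and matrix genes in cohort 23 also overlapped those of other cohorts. The other 16 lists had an adjusted p of 0.0871 to 0.901. No single gene differed over all 22056 genes from edgeR, with 1371 at an unadjusted p under 0.05, and DESeq2 called 601 genes (230 higher and 371 lower). Apart from these 6 hepatocyte genes, none was called over its list alone. Calls were lost without ICF16.1e for replication (0.0713), insulin and FOXO (0.345) and fatty acid oxidation genes (0.320), without RMH115.2d for fatty acid oxidation (0.120) and matrix genes (0.370), without ICO3.5g for interferon genes (0.107) and without ICF17.3b for bile acid genes (0.129), and matrix genes turned to the higher side without ICF16.1e (0.462).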

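Lines of different cohorts were on average farther apart than lines of 1 cohort, but the difference did not pass the permutation test. Over 22056 genes, the root mean square difference in log2 CPM between 2 lines averaged 1.94 between cohorts and 1.73 within cohorts, a difference of 0.21 (two-sided exact permutation test over every way to put the 7 lines into groups of 2, 2, 2 and 1, p = 0.248; the smallest possible p is 0.00952). The pairs within a cohort were at 1.59 (ICF17.3b and ICF16.1e), 1.79 (RMH47.1b and RMH115.2d) and 1.80 (ICZ5.3d and ICZ8.4a). The farthest pair was RMH47.1b and ICZ8.4a at 2.27. Of the sum of squares over genes, 56.5% lay between cohorts, 34.9% between lines of a cohort and 8.61% between passages of a line (mean squares 2.95, 1.82 and 0.450).
The closest pair, ICO3.5g of cohort 20 and ICF16.1e of cohort 23, came from different cohorts and was at 1.03, followed by ICZ8.4a of cohort 19 and ICF17.3b of cohort 23 at 1.51. ICO3.5g and ICF16.1e are not known to be separate cultures, and the averages and the permutation test take them as separate lines. The library of ICO3.5g was at 0.954 and 1.13 from the 2 libraries of ICF16.1e, in the range of 2 passages of 1 line (0.645 to 1.22). At most 3 genes were at 10 CPM or more in 1 of these lines and at 3 counts or fewer in the other, against 0 to 13 between 2 passages of 1 line, 97 to 147 between ICO3.5g and ICF17.3b and 61 to 375 between other pairs of different lines. Among single genes, the cell surface gene Prom1 was at 914.5 CPM in ICO3.5g, 1505 and 789 CPM in ICF16.1e and 37.9 and 149 CPM in ICF17.3b, and the tight junction gene Cldn4 was at 277 CPM, 202.3 and 201.6 CPM, and 11.0 and 1.53 CPM. Vim was at 1.59 CPM in ICO3.5g, at 10.8 and 26.9 CPM in ICF16.1e and at 155 and 763 CPM in ICF17.3b. Other genes did not place ICF16.1e with ICO3.5g, such as the biliary keratin gene Krt19 at 705 CPM in ICO3.5g, 190 and 124 CPM in ICF16.1e and 170 and 125 CPM in ICF17.3b. These 4 genes were chosen after their values were seen. In Extended Data Fig. 10c the paper sets HCCOs beside the original tumours of the same cohort, and it proposes that the absence of other cell types and an adaptation to culture account for the difference between them.

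**Figure D3:**
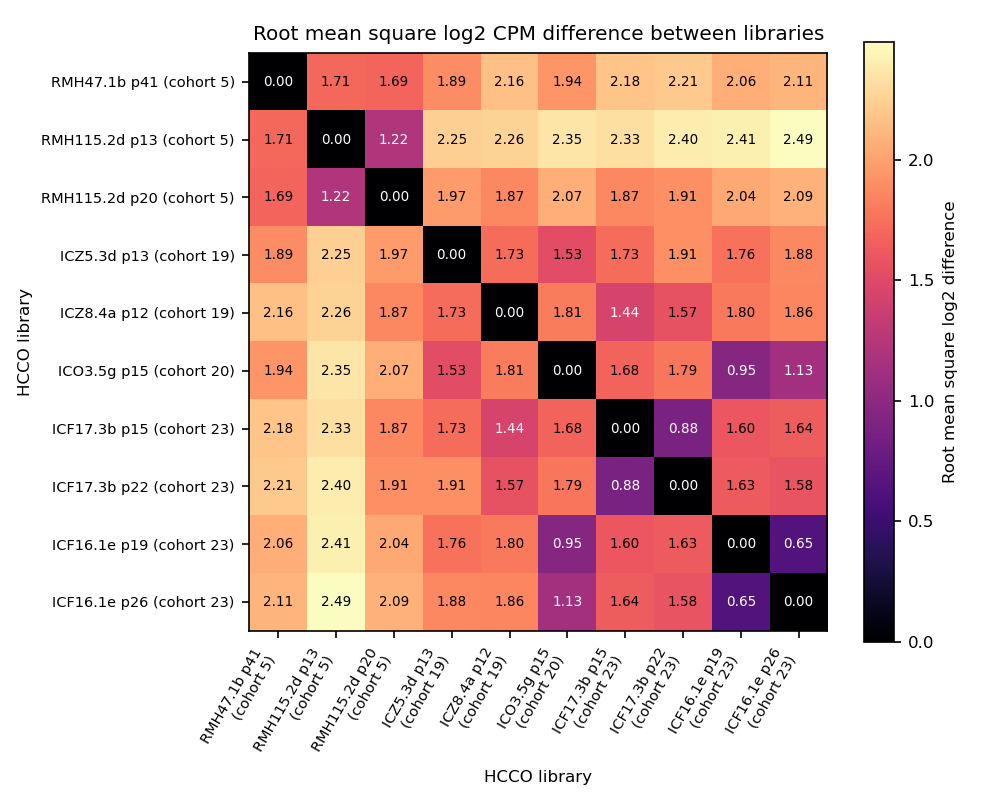
Root mean square difference in log2 CPM between each pair of the 10 HCCO libraries, over 22056 genes. Pairs from 1 line are at 0.645 to 1.22, other pairs of 1 cohort at 1.58 to 1.73, and pairs from different cohorts at 0.954 to 2.49, with ICO3.5g and ICF16.1e the closest of these.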

Overall, there was a convergence of HCCO phenotype arising from diverse GEMMs (Extended Data Fig. 10c). We tested a comprehensive drug library consisting of the 147 FDA-approved anti-cancer drugs available at the time (June 2019) plus internal controls and analysed their effect on HCCO growth (Fig. 4k and Supplementary Table 3). The most efficacious drugs were a group of antimetabolites—nucleobase analogues that interfere with DNA synthesis (Fig. 4k and Extended Data Fig. 11a). We validated the dose-dependent effect of cladribine, the most effective antimetabolite, in several distinct mouse and human HCCOs. This confirmed the results of the screen and demonstrated the nanomolar potency of cladribine (Fig. 4l,m). To establish whether this is a compound-specific effect, we tested a wide variety of antimetabolites and validated the high-throughput screen results. We demonstrated similar efficacy of clofarabine (a second-generation version of cladribine) and cladribine itself, suggesting a drug-specific on-target effect within this subclass of antimetabolites (Extended Data Fig. 11b,c). We also tested selected other drugs from our screen. Lenvatinib and sorafenib showed little tumour-epithelial efficacy in both the screen and separate validation, including in combination with cladribine (Extended Data Fig. 11b–f). Next, we treated cohort 5 (BM) mice, representing HuMo cluster 1, with either cladribine monotherapy or combination therapy of cladribine and lenvatinib, as a standard-of-care TKI (Fig. 5a,b). Cladribine monotherapy led to increased survival, but combination therapy extended survival further (Fig. 5c). Cladribine monotherapy reduced the number of tumours, but the remaining tumours still progressed to end-stage HCC. Combination therapy with lenvatinib showed a synergistic effect, almost completely eradicating all tumours (Fig. 5d,e).

**Fig. 5:**
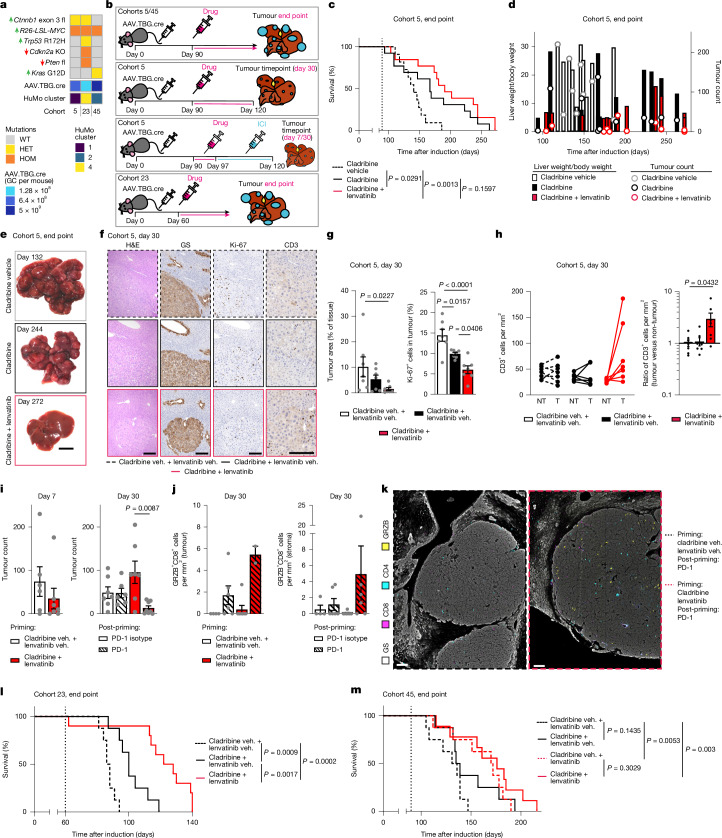
HuMo-cluster-specific treatment response to cladribine. **a**,**b**, Summary of the cohorts (**a**) and treatments (**b**) in **c**–**m**. **c**, Survival after cladribine treatment alone/or in combination with lenvatinib in male BM mice (cohort 5, HuMo 1). The dotted vertical line indicates the treatment start. *n* = 11 (vehicle), 13 (cladribine) and 13 (cladribine + lenvatinib). Statistical analysis was performed using log-rank tests. **d**, The liver-weight/body-weight ratio and tumour count over time. Data are shown as bars (liver weight/body weight) and symbols (tumour count) for individual mice. *n* = 10 and 9 (vehicle), 11 and 11 (cladribine), and 13 and 12 (cladribine + lenvatinib). **e**, Representative macroscopy images of male BM mice treated with vehicle, cladribine or cladribine + lenvatinib at the indicated days. Scale bar, 1 cm. **f**–**h**, BM mice treated with cladribine + lenvatinib were assessed for tumour proliferating cells (Ki-67) and CD3^+^ T cells. Representative images (**f**) and quantification of tumour area and Ki-67^+^ cells (**g**) and CD3^+^ cells (**h**). Non-tumour tissue (NT) and tumour tissue (T) are matched. Scale bars, 200 μm (H&E, GS and Ki-67) and 100 µm (CD3). *n* = 7 throughout. Data are mean ± s.e.m. Statistical analysis was performed using two-tailed Kruskal–Wallis tests with Dunn’s correction (tumour area) and one-way analysis of variance (ANOVA) with Tukey’s correction (Ki-67 and CD3 quantification). **i**–**k**, Priming of BM mice with cladribine + lenvatinib before treatment with anti-PD-1. **i**, Tumour counts at the day 7 and 30 timepoints. *n* = 7 (cladribine + lenvatinib, day 7; cladribine vehicle + lenvatinib vehicle + anti-PD-1 isotype, day 30; and cladribine + lenvatinib + anti-PD-1 isotype, day 30), *n* = 6 (cladribine vehicle + lenvatinib vehicle, day 7; and cladribine vehicle + lenvatinib vehicle + anti-PD-1, day 30), *n* = 8 (cladribine + lenvatinib + anti-PD-1, day 30). Data are mean ± s.e.m. Statistical analysis was performed using two-tailed Mann–Whitney *U*-tests (day 7) and Kruskal–Wallis tests with Dunn’s correction (day 30). **j**, The density of cytotoxic T cells in the tumour and stroma at day 30 after priming + anti-PD-1. *n* = 4 (cladribine vehicle + lenvatinib vehicle + anti-PD-1 isotype), *n* = 6 (cladribine vehicle + lenvatinib vehicle + anti-PD-1; and cladribine + lenvatinib + anti-PD-1 (note that four mice had no tumours to evaluate)) and *n* = 7 (cladribine + lenvatinib + anti-PD-1 isotype, day 30). Data are mean ± s.e.m. **k**, Representative images. Scale bars, 100 µm. **l**, Treatment with cladribine with or without lenvatinib in male cohort 23 mice (*Ctnnb1*^*ex3/WT*^*R26*^*LSL-MYC/LSL-MYC*^*Pten*^*fl/fl*^*Trp53*^*R172H/WT*^*Cdkn2a*^*KO/KO*^, HuMo 4). The dotted vertical line indicates the treatment start. *n* = 9 (cladribine vehicle + lenvatinib vehicle), 9 (cladribine + lenvatinib vehicle) and 10 (cladribine + lenvatinib). Statistical analysis was performed using log-rank tests. IC_50_, half-maximal inhibitory concentration. **m**, Treatment with cladribine with or without lenvatinib in male cohort 45 (*R26*^*LSL-MYC/LSL-MYC*^*Kras*^*G12D/WT*^, HuMo 2). The dotted vertical line indicates the treatment start. *n* = 8 (cladribine vehicle + lenvatinib vehicle), 8 (cladribine + lenvatinib vehicle), 8 (cladribine vehicle + lenvatinib) and 9 (cladribine + lenvatinib). Statistical analysis was performed using log-rank tests. Source data

Study progression to either clinical tumour end point or study end point (day 270 after induction) was limited in some animals (31% cladribine, 62% cladribine + lenvatinib) due to clinically substantial weight loss (<80%).

Treatment with either monotherapy or combination therapy showed a decrease in proliferation in end-stage tumours, but no alteration in apoptotic cell death. Notably, we observed an increase in CD3^+^ T cell infiltration into the tumour after combination therapy compared with vehicle treatment (Extended Data Fig. 12a–d). As the time of end point varied greatly between the different treatments, we analysed tumours at a defined timepoint of 30 days after the treatment start. Mice on monotherapy or combination therapy showed decreased tumour size and number, with a significant decrease in proliferation (Fig. 5f,g and Extended Data Fig. 12b,e). Both healthy and tumour tissue exhibited a greater extent of DNA damage (pH2AX), as expected after treatment with a nucleobase analogue, but this did not alter upregulation of another senescence marker (p53) nor apoptosis (Extended Data Fig. 12f–h). Again, we observed increased infiltration of CD3^+^ T cells into the tumour of mice that were treated with combination therapy (Fig. 5h). Given the lymphocyte infiltration observed after combination therapy, we tested a ‘priming’ approach with 1 week of combination therapy before ICI therapy (Extended Data Fig. 12i). This resulted in anti-tumour efficacy and immune infiltration and cytotoxicity (Fig. 5i–k and Extended Data Fig. 12j–l).

Finally, we tested whether cladribine, either as monotherapy or in combination with lenvatinib, is equally effective in mouse models representing other HuMo clusters. We treated cohort 23 (*Ctnnb1*^*ex3/WT*^*R26*^*LSL-MYC/LSL-MYC*^*Pten*^*fl/fl*^*Trp53*^*R172H/WT*^*Cdkn2a*^*KO/KO*^) mice, representing HuMo cluster 4, and cohort 45 (*R26*^*LSL-MYC/LSL-MYC*^*Kras*^*G12D/WT*^) mice (induced with a higher titre of AAV.TBG.cre than cohort 32 to increase tumour burden to make survival time comparable to cohort 5), representing HuMo cluster 2 (Fig. 5b). Both monotherapy and combination therapy were effective in prolonging the survival of cohort 23 mice (Fig. 5l). However, cladribine did not extend the survival in cohort 45 mice (a wild-type (WT) *Ctnnb1* model with mutated *Kras*), either as a monotherapy or as a combination therapy with lenvatinib (Fig. 5m).

In this proof of concept, we demonstrated the potential of our GEMM platform to identify epithelial-targeting therapies that synergized effectively with standard-of-care treatments, the latter of which mainly targeting the tumour microenvironment. This combination of TKI and a repurposed FDA-approved anti-cancer compound led to highly effective subtype-specific treatment responses and a switch to a targetable immune phenotype.

## Discussion

Using a range of genetic alterations that are frequently associated with human HCC^4^, we developed a suite of immunocompetent mouse models that closely resembles the development and progression of human HCC with hepatocytes as the cell of origin. Our models successfully recreate key molecular and pathophysiological events typical of human HCC, including tumour haemorrhaging and metastasis to the lungs^2,19^. They mimic various tumour microenvironments, such as immune-active and immune-desert or high/low stroma tumours. We demonstrated the clinical relevance of our models by integrating mouse data with publicly available human HCC datasets, defining shared subtypes and proving response to standard-of-care treatment. Furthermore, we showed that these models can be used as a preclinical platform, together with HCCOs, for investigating rapid drug repurposing, in addition to studying tumour evolution and mechanisms of drug resistance.

We appreciate that not all genetic alterations associated with HCC have been tested in this study. *TERT* promoter modifications, despite being frequent in human HCC (up to 60% of patients)^23^, are difficult to model appropriately in mice due to biological differences between species. Mice have long telomeres and it would take several generations of crossing mice with *Tert* deletions before detecting a noticeable effect of reactivating *Tert*^33^. This is an obstacle that will be difficult to overcome in mouse models of HCC and other means are needed to study *TERT* promoter mutations and their therapeutic targetability. However, as *TERT* promoter mutations are so omnipresent in HCC, they might be less relevant for subtyping and we did not identify a specific human *TERT* group that was separate from our GEMMs.

Furthermore, some combinations of genetic alterations showed low/no tumour penetrance in our GEMMs, for example, *Trp53* modifications in combination with *MYC* overexpression, while these showed high penetrance in HCC in previous models using hydrodynamic tail vein injections^12^. Administration of hydrodynamic tail vein injection has been shown to cause apoptosis in the liver^34^, leading to higher inflammation and favourable conditions for tumour development. Moreover, levels of MYC might be a determining factor in a clone progressing to a tumour^35^.

Although the majority of our studies were performed in male mice, we found no indication that the results are sex specific. Indeed, when we used the same genetic alterations in female mice, we observed a similar phenotype and cluster association (cohort 5/6, BM, male/female, respectively). However, AAV.TBG.cre induction seems to be less potent in female mice, which is particularly impactful in models with a lower mutational burden. Future experiments are needed to explore further genetic alterations or risk factors predominantly associated with female HCC in patient stratification, such as *Bap1* mutations or malignant transformation of hepatocellular adenomas^4,36^.

In contrast to the GEMMs, human patients usually present with cirrhosis, which probably influences the course of disease establishment and progression^3^ and impacts treatment options^2,20^. Future research incorporating multifaceted environmental factors in preclinical models, including advanced fibrosis, is needed to better understand HCC biology and potential differences between species. Our models can also be easily combined with environmental liver disease models, such as high-fat diets. Preliminary data from our transcriptomic analyses indicated that genetics dominate cluster association, with the addition of background fibrotic disease having little transcriptomic influence in mice (cohort 5 versus 37).

Our models strike a balance between allowing time for tumour evolution while still being time efficient. This enables future detailed investigation of tumour evolution and factors contributing to malignant transformation, especially as not all of the recombined clones expand into tumours.

Somatic mutations are poorly clinically actionable in HCC and remain difficult to target therapeutically. In the case of multiple genetic alterations, each individual contribution to tumorigenesis might be difficult to determine^37–39^. Our models with their increased complexity of multiple genetic alterations, similar to the mutational burden of late-stage HCC^23^, enable the exploration of alternative targets and might contribute to understanding mutational dominance in different contexts. Moreover, by mimicking clonal evolution, they might help to identify the stage in tumour development—initiation, early nodule growth, malignant transformation—when a drug has an optimal effect.

We show that HCCOs are a tractable and rapid platform to identify treatments in combination with efficacy testing in vivo, and promote the principles of the 3Rs (replacement, reduction and refinement) for humane animal research. However, current cell culture conditions limit the translatability of HCCO-based drug response predictions and, therefore, validation in animal models remains essential. Future research in HCCOs needs to overcome the reduced complexity in cell culture, a general issue in organoid culture^40^, and address options for co-culture with cells shaping the tumour microenvironment^41^. Modifying HCCOs with CRISPR technology may also provide useful insights to explore tumour biology and the mechanisms beyond drug vulnerabilities^42^.

Importantly, we show that our GEMMs map transcriptionally and histologically to human HCC. Using a computational biology approach has enabled us not only to position our GEMMs, and select carcinogen-induced models, against human HCC, but also to identify four shared subclasses with defining characteristics. Notably, some of our models show a degree of heterogeneity often observed in human HCC^43^, with tumours associated to several HuMo clusters. Our newly developed GEMMs represent all identified subtypes, whereas chemical-carcinogen-induced models included in this study only mapped to one HuMo cluster (cluster 2).

Our preclinical platform and classification system can be used as a resource for the HCC research community to streamline preclinical research and increase comparability of different mouse models. Furthermore, linking preclinical models with patient data can aid in stratifying patients to treatment, identifying new therapies and improving the likelihood of translational success. The HCCO screen enabled us to rapidly identify and test an FDA-approved anti-cancer drug, cladribine—not previously linked to HCC—in a clinically relevant model. We could show efficacy and improved survival in vivo together with standard-of-care treatment, which will allow for a swift translation into the clinic.

We believe that our approach of linking preclinical models to human data in a subtype-specific manner will also be applicable, cross-referable and advantageous in translational research of other solid cancers.

## Methods

### Mice, diets and treatments

All animal experiments were performed in accordance with UK Home Office licences (70/8891, PP0604995, 70/8646, 70/8468 and PP8854860) and in accordance with the UK Animal (Scientific Procedures) Act 1986 and EU direction 2010. They were subject to review by the animal welfare and ethical review board of the University of Glasgow and the University of Newcastle upon Tyne. To minimize pain, suffering and distress to the animals, we used single-use needles and non-adverse handling techniques. Mice were housed under controlled conditions (specific-pathogen free, 12 h–12 h light–dark cycle, 19–22 °C, 45–65% humidity) with access to food and water ad libitum. We added environmental enrichments, in the form of gnawing sticks, plastic tunnels and nesting material to all of the cages. Welfare of animals was defined by clinical symptoms, including visible masses, any degree of reduced mobility/distress, weight loss or evidence of haemorrhage; however no maximal tumour volume end points for intrahepatic tumours were mandated. No mouse exceeded the humane end points stipulated in the Home Office Licenses.

Unless otherwise specified, male mice on a mixed background were used. The following transgenic mice strains were used: *Gt(Rosa)26Sor*^*tm14(CAG-tdTomato)Hze*^ (*R26*^*LSL-Tom*^)^44^, *Ctnnb1*^*tm1Mmt*^ (*Ctnnb1*^ex3^)^45^, *Gt(Rosa)26Sor*^*tm1(MYC)Djmy*^ (*R26*^*LSL-MYC*^)^46^, *Trp53*^*tm1Brn*^ (*Trp53*^*fl*^)^47^, *Trp53*^*tm2Tyj*^ (*Trp53*^*R172H*^)^48^, *Cdkn2a*^*tm1.1Brn*^ (*Cdkn2a*^*KO*^)^49^, *Pten*^*tm2Mak*^ (*Pten*^fl^)^50^, *Gt(Rosa)26Sor*^*tm1(Notch1)Dam*^ (*R26*^*LSL-NICD*^)^51^, *Kras*^*tm4Tyj*^ (*Kras*^*G12D*^)^52^, *Cdkn1a*^*tm1Led*^ (*Cdkn1a*^*KO*^)^53^, *Axin1*^*fl*^ (ref. ^54^), *Bap1*^*tm2c(EUCOMM)*^^*Hmgu*^ (ref. ^55^). Genotyping was performed by Transnetyx using ear notches taken for identification purposes at weaning (3 weeks of age). Mice were induced between 8 and 12 weeks of age, unless otherwise indicated, with AAV8.TBG.PI.eGFP.WPRE.bGH (AAV8-TBG-GFP) (Addgene, 105535-AAV8), AAV8.TBG.PI.cre.rBG (AAV8-TBG-cre) (Addgene, 107787-AAV8) or AAV8.TBG.PI.Null.bGH (AAV8-TBG-Null) (Addgene, 105536-AAV8). Virus was diluted in 100 µl PBS to the desired concentration and injected through the tail vein. Unless otherwise specified, mice received a dose of 6.4 × 10^8^ GC per mouse.

For the GEMM + MWD model, 6-week-old mice were kept on a modified western diet (Envigo, TD.120528) plus sugar water (23.1 g l^−1^ fructose and 18.9 g l^−1^ glucose) in combination with repeated CCl4 injections (intraperitoneal (i.p.), 0.2 µl g^−1^ of body weight; vehicle, Cornoil) as previously described^56^ and were induced with AAV.TBG.cre at 10 weeks of age.

For the DEN/ALIOS model, C57BL/6 WT mice, were injected with a single dose of DEN (80 mg per kg by i.p. injection) at 14 days of age. Mice were fed ALIOS diet (Envigo, TD.110201) and sugar water (23.1 g l^−1^ fructose and 18.9 g l^−1^ glucose) from 60 days of age. Mice were collected at day 284.

For the MWD + CCl4 model, the mice were kept on a modified western diet (Envigo, TD.120528) plus sugar water (23.1 g l^−1^ fructose and 18.9 g l^−1^ glucose) in combination with repeated CCl4 injections (i.p., 0.2 µl g^−1^ body weight; vehicle, Cornoil) as previously described^56^.

For the streptozotocin (STZ) model, male and female C57BL/6J WT mice were injected with a single dose of STZ (200 µg in 0.1 M citrate buffer, pH 4.0) subcutaneously at 2 days of age. Mice were fed a high-fat diet (TestDiet 58R3, 1810835) from 30 days of age. All STZ–HFD-treated livers showed pale yellow colour at 6 weeks, mild swelling at 8 weeks, granular surface at 12 weeks and tumour protrusion at 20 weeks of age^57^. Mice were collected between 17 and 35 weeks of age.

For the orthotopic model, Hep-53.4 cells (female C57BL/6J hepatoma cell line; Cytion, LOT-L230232R) were injected intrahepatically into the left lobe of male C57BL/6J mice. The procedure was performed under isoflurane general anaesthesia. Analgesia was given to the mice for pain management. Mice were collected at 28 days after implantation or left to reach an approved humane end point.

For therapeutic intervention in the BM model, drugs were given at 90 days after induction or in other models determined by mean cohort survival relative to the BM model survival as indicated in the figures. The following drugs were used: sorafenib (LC Laboratories S8502, daily, oral gavage, 45 mg per kg; vehicle, 50% chremophor/50% ethanol, then, before dosing, 3 parts H_2_O added), lenvatinib (SelleckChem, S1164 (end-point studies); or Eisai (monotherapy timepoint studies); daily; oral gavage, 10 mg per kg, vehicle, 3 mM HCl), anti-PD1 (BioLegend, RMP1-14; twice per week; i.p., 200 µg; vehicle, PBS; control, IgG, BioLegend, RTK2758), cladribine (SelleckChem, S1199; daily; i.p., 20 mg per kg; vehicle, PBS), VEGFRi (AstraZeneca, AZD2171; daily; oral gavage, 3 mg per kg; vehicle, 0.5% (w/v) HPMC, 0.1% Tween-80, in H_2_O). To help with drug-induced weight loss, mice on cladribine treatment received irradiated peanuts and sunflower seeds as diet supplements. If mice reached 83% of their weight at treatment start, cladribine treatment was withheld until they gained weight to at least 90% of weight at treatment start. Mice who dropped below 80% of weight at treatment start were sampled according to licence limitations. Confounding factors (for example, litter mates, induction date) were taken into consideration when allocating mice into groups but mice were not randomized using a specific method. Mice who presented with a visible tumour before treatment start were excluded from the experiments according to a priori established criteria. Animal technicians dosing the mice were blinded to the genotype of the mice. The number of biological replicates was ≥3 mice per cohort for all experiments. Further details are provided in the figure legends and Supplementary Table 1.

### Animal tissue collection

GEMMs were sampled at specific timepoints or at the end point. The end point was defined as the mouse having reached a liver weight/body weight ratio of >20% or having adverse side effects from the tumour, such as tumour haemorrhaging. Mice who died of tumour haemorrhaging were included in the survival analysis but not in any downstream analysis. Tumours were measured macroscopically using digital callipers, and visible tumours were counted. Images of whole livers were taken using a Canon PowerShot G9X camera with a ruler present in each picture. Tissue was either sampled in neutral buffered saline containing 10% formaldehyde or snap-frozen on dry ice.

### Histology and immunohistochemistry

Liver, tumour and lung tissues were fixed using neutral buffered saline containing 10% formaldehyde, dehydrated and embedded in paraffin, and cut into 4-μm-thick sections. The sections were dewaxed and stained with H&E or Sirius Red using standard protocols. Additional sections were stained immunohistochemically using the primary antibodies listed in Supplementary Table 5. Primary antibodies were detected by HRP-labelled secondary antibodies and subsequently stained using a peroxidase DAB kit; either Agilent (K3468) or Leica (DS92563) DAB for tissue processed in autostainer or Vector Laboratories (SK-4100) with haematoxylin as a counterstain (immunohistochemistry) or by fluorescent-labelled secondary antibodies (Invitrogen) with DAPI used as counterstain (SouthernBiotech, 0100-20) (immunofluorescence).

### Microscopy and quantitative analysis of immunohistochemistry

Images were obtained on the Zeiss Axiovert 200 microscope using the Zeiss Axiocam MRc camera. For image analysis, stained slides were scanned using the Leica Aperio AT2 slide scanner (Leica Microsystems) at ×20 magnification. Quantification of blinded, stained sections (GS, Ki-67, CC3, CD3, yH2AX, p53) was performed using the HALO image analysis software (v.3.1.1076.363, Indica Labs). Quantification of microscopy tumour area in BM mice was performed based on nodules, independent of GS status. Quantification of Ki-67^+^ was by percentage/cell number and CC3^+^ by percentage/tumour area.

Lungs were microscopically analysed for the presence of extrahepatic HCC spread by examining H&E and GS sections. Metastasis was scored in a binary manner as detected or not-detected but was not analysed in respect to individual metastasis burden per mouse.

Images for tissue comparison to HCCOs were taken on the Zeiss 710 confocal microscope.

### Tumour genotyping

After extraction from whole tumour, DNA was suspended in Transnetyx assay buffer and was analysed by Transnetyx using probes (p53Flox EX, Bap1-2 EX, PTEN-EX, LSL-EX-1, Tg-MYC, Axin1-1 EX, Ctnnb1-16 EX) and was additionally purified and concentrated using the Monarch Genomic DNA purification kit (New England Biolabs, T3010L) according to the manufacturer’s instructions. Generation of amplicons indicating successful recombination of genetic loci was performed by PCR (Eppendorf Mastercycler x50a) using the OneTaq Quick-Load 2× Master Mix with Standard Buffer (M0486S); reactions were set up according to the manufacturer’s instructions, amplification conditions (Supplementary Table 4) and primer sequences—β-catenin exon 3 (Supplementary Table 4) and *KRAS*^*G12D*^ (Supplementary Table 4). The resulting PCR reactions were separated by electrophoresis on 1.5% agarose (Melford, A20090-500) gel, using the size marker Quick-Load Purple 1 kb Plus DNA Ladder (New England Biolabs, N0550S) and bands were visualized using SYBR Safe DNA gel stain (Invitrogen, S33102). The Gels were imaged on the Chemi-Doc Imaging System (Bio-Rad). Concordance between CTNNB1 recombination results between the two methods was 100%. Where possible, the samples used in histological comparison were also assessed genotypically. Where not possible, due to DNA contamination/low quality, tumours were replaced by other end-stage tumours from the same cohort to achieve *n* ≥ 6 per cohort (total *n* = 4 additional samples).

### Quantitative analysis of fluorescence immunohistochemistry

Fluorescent tiled images were generated on the Opera Phenix High-Content Screening System (Perkin Elmer) at ×20 magnification. Fluorescence was detected using the same settings throughout. Consecutive, non-overlapping fields were analysed blindly using Columbus Image analysis software (v.2.8.0.138890, Perkin Elmer). Positivity gating thresholds were defined using negative controls. For representative images, processing adjustments were performed equally.

### Multiplex immunofluorescence immunohistochemical staining

Mouse liver samples (thickness, 4 µm) were sectioned and placed onto TOMO hydrophilic adhesive microscope slides (Matsunami, 0808228600). After antibody validation, semi-automated multiplex immunofluorescence staining was performed on the Ventana Discovery Ultra platform (Roche Tissue Diagnostics, RUO Discovery Universal v.21.00.0019). Fluorescence detection was performed using an Opal fluorophore tyramide-based signal amplification system (Akoya Biosciences). All primary antibodies were optimized using a pH 9 antigen retrieval solution (CC1, Roche Tissue Diagnostics, 06414575001) at 95 °C for 32 min. A denature step was applied using pH 6 antigen retrieval solution (CC2, Roche Tissue Diagnostics, 05279798001) for 24 min between each Opal detection and primary antibody application.

The primary–secondary–opal fluorophore combinations (CD45–HRP–Opal480; CD8–HRP–Opal690; CD4–HRP–Opal620; GranzymeB–HRP–Opal650; GS–HRP–Opal520; MYC–HRP–Opal570) are described in Supplementary Table 5. ImmPRESS rat and Opal 780 were manually applied in their specific sequences, and the remaining reagents were fully automated on the Ventana DISCOVERY ULTRA platform (Roche Tissue Diagnostics). Three drops of nuclear DAPI counterstain (Roche Tissue Diagnostics, 05268826001, RTU (Ready to Use), 24 min) were applied to each sample for nuclear detection.

### Multiplex immunofluorescence image acquisition and analysis

Whole-slide images were collected on the PhenoImager HT multispectral slide scanner (Akoya Biosciences, v.1.0) using a ×10 objective before the acquisition of each region of interest (ROI) using a ×20 objective. Each ROI was spectrally unmixed using InForm (Akoya Biosciences, v.2.6.0) using a project-specific spectral library created using single-channel dyes and an autofluorescence mouse liver control.

Visiopharm was used for all image analysis. For tissue segmentation, a bespoke, in-house-trained deep learning algorithm (v.2024.06.0.19093 ×64) was trained using the deep learning module with a U-Net backbone, to segment each lobe into tumour, stroma, non-tumour GS and background ROIs. Tumour regions that were smaller than 10,000 µm^2^ were classified as a ‘clone’ region. Tumour and clonal regions were then dilated to generate ‘peritumoural stroma’ and ‘periclonal’ regions, respectively. Necrotic regions were manually segmented. Tumour regions were eroded to create ‘tumour centre’ and ‘tumour periphery’ regions. T cells were classified with a ‘T cell’ label within these regions using the threshold module (v.2024.07.1.16745 ×64) to threshold CD4, CD8 and CD45 fluorescence channels using the original image features. Each image was verified by a pathologist to confirm regional and T cell label segmentation. Post-processing steps were included to change T cell labels into their respective regional labels, that is, a T cell found within the tumour ROI would be changed to ‘tumour T cell’ and so on. Output variables were then generated and exported for downstream data analysis. Area of entire lobes were generated, and areas for each ROI as well as regional mean pixel intensities of MYC, mean pixel intensities of each marker in each T cell label and *x–y* coordinates of each T cell label. The Phenoplex Guided workflow was used for T cell phenotyping, which generated a phenotype list that was exported for data analysis.

### Duplex immunofluorescence immunohistochemical staining

For duplex immunofluorescence immunohistochemical staining (Extended Data Fig. 12b (bottom)), 4-µm-thick mouse HCCOs and liver lobe samples were sectioned and placed onto TOMO hydrophilic adhesive microscope slides (Matsunami, 0808228600). After antibody validation, fully automated multiplex immunofluorescence staining was performed on the Ventana DISCOVERY ULTRA platform (Roche Tissue Diagnostics, RUO Discovery Universal v.21.00.0019). Fluorescence detection was performed using an Opal fluorophore tyramide-based signal amplification system (Akoya Biosciences). All primary antibodies were optimized using a pH 9 antigen retrieval solution (CC1, Roche Tissue Diagnostics, 06414575001) at 95 °C for 32 min. A denature step was applied using pH 6 antigen retrieval solution (CC2, Roche Tissue Diagnostics, 05279798001) for 24 min between each Opal detection and primary antibody application. The primary–secondary–opal fluorophore combinations (MYC–HRP–Opal570, GS–HRP–Opal520) are described in Supplementary Table 5. One drop of nuclear DAPI counterstain (Akoya, 232121) was applied to each sample for nuclear detection.

### Duplex immunofluorescence image acquisition and analysis

Whole-slide images were collected on the PhenoImager HT multispectral slide scanner (Akoya Biosciences, v.1.0) using a ×20 objective using Motif mode. Images were spectrally unmixed using Inform (Akoya, v.2.6.0) using an autofluorescence liver control slide to remove autofluorescence.

### Tumour scoring

H&E-stained sections and tumours were additionally assessed by a consultant liver histopathologist and UK liver pathology External Quality Assessment scheme member (T.J.K.) working at a national liver transplant centre. All assessment was undertaken blind to all other data, including genotype and sampling times. An initial screen of the first available 135 cases was made to identify prominent histological features in lesional and non-lesional liver that could be semi-quantitatively assessed.

Accepting the inherent limitations of semi-quantitative subjective histological assessment but using a single observer to remove interobserver considerations, semi-quantitative/ordinal scoring systems were created for lesional and non-lesional features. Slides containing transections of whole lobes from each animal were assessed as a whole, giving an overall score or impression rather than scoring on an individual-lesion basis.

Non-lesional liver was scored for steatosis (none, focal, abundant) and lobular inflammation (none, focal, abundant). A minority of slides included insufficient non-lesional liver for assessment.

For lesional assessment, the presence of glandular tumour, that is, meriting designation as adenocarcinoma (none, focal, extensive) and undifferentiated carcinoma (none, focal, abundant, exclusive) was assessed first. All hepatocellular neoplastic lesions had the morphological and cytological appearances of malignancy, that is, HCC. In all cases in which there was HCC, the following features were assessed using the categories in parentheses: lesional pattern (any from nested, trabecular, solid), lesional steatosis (none, focal, abundant), lesional cell ballooning (none, focal, abundant), intralesional inflammation (none, focal, abundant), lesional necrosis (none, focal, confluent, extensive), lesional cell apoptosis (none, focal, many), intralesional peliosis (none, focal, abundant), lesional nuclear grade (low, minimal/low pleomorphism; high, highly pleomorphic).

### Whole-tumour RNA-seq

Whole tumour and healthy tissue were snap-frozen and stored at −80 °C. To cover the breadth of our models, for each cohort, tissue from the shortest and longest surviving mouse as well as tissue from mice with survival closest to median cohort survival was chosen. Tissue was homogenized using the Precellys Evolution homogenizer and bulk RNA was isolated using a Trizol (Invitrogen) extraction protocol according to the manufacturer’s instructions. RNA quality and quantity was analysed on the Nanodrop 2000 (Thermo Fisher Scientific) and Agilent 2200 TapeStation (D1000 screentape) systems. Only samples with RIN > 7 were used for library preparation. Libraries were prepared using a Lexogen QuantSeq FWD Kit (disease positioning) or the Illumina TruSeq stranded mRNA kit (tumour heterogeneity). Library quality and quantity were assessed using the 2200 TapeStation (Agilent) and Qubit (Thermo Fisher Scientific) systems. The libraries for the disease positioning were sequenced by Novogene Europe. The libraries for the tumour heterogeneity were run on the Illumina NextSeq 500 system using the high-output 75 cycle kit (2 × 36 cycle paired-end reads).

### Mapping of RNA-seq expression data

Quality checks and trimming on the raw RNA-seq data files were done using FastQC v.0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), FastP (v.0.20.1)^58^, MultiQC (v.1.9)^59^ and FastQ Screen (v. 0.14.0)^60^. RNA-seq single-end reads were mapped to the GRCm39.103 version of the *Mus musculus* genome and annotated^61^ using STAR (v.2.7.8a)^62^. Expression levels were determined by FeatureCounts from the Subread package (v.2.0.1)^63^.

### Computational disease positioning based on human TCGA data

TCGA data were downloaded using the GenomicDataCommons R package (v.1.12.0; https://bioconductor.org/packages/GenomicDataCommons)^64^, TCGA ‘HTSeq–counts’ and corresponding clinical annotations. TCGA mutational data were downloaded using maftools (v.2.4.2)^65^. Both human and mouse RNA-seq counts were normalized using VST from the DESeq2 (v.1.28.1 and v.1.44.0) package^66^ and then centred within a sample. Genes were reduced to those with direct one-to-one gene mapping between human and mouse genomes established by Ensembl, as retrieved from the biomaRt (v.2.56.1) package^67,68^. Singular-value decomposition (SVD) of the human data was performed followed by matrix factorization of both the human and mouse data into a 100-rank human space. UMAP of the combined dataset was executed using R package uwot (v.0.1.11; https://CRAN.R-project.org/package=uwot). An adjacency matrix was constructed from a nearest-neighbours search (RANN package v.2.6.1, https://CRAN.R-project.org/package=RANN) of the human and mouse SVD objects for clustering analysis. R package igraph (v.1.2.11 and v.2.0.3)^69^ was used to construct a graph object and the community structure was determined using Louvain •clustering.

Single-sample gene set enrichment analysis (ssGSEA) analysis was performed using the R package corto (v.1.2.4)^70^ with the Hallmark gene set^71,72^ downloaded using msigdbr (v.7.4.1; https://CRAN.R-project.org/package=msigdbr). Hoshida^27^ and Chiang^28^ (also downloaded using msigdbr) subclass classification was determined by the highest enriched subclass. Tumour immune cell estimation was performed using ConsensusTME^73^.

Visualization of data by a combination of the ComplexHeatmap (v.2.4.3 and v.2.14.0)^74^, ggplot2 (v.3.3.6 and v.3.5.1)^75^, cowplot (v.1.1.1; https://CRAN.R-project.org/package=cowplot) and viridis^76^ packages.

Human H&E-stained tissue sections were obtained from the TCGA collection (https://portal.gdc.cancer.gov/).

### Validation of HuMo clusters in an independent HCC cohort

HuMo clusters were validated with the bulk RNA-seq data of an independent cohort of 171 HCC samples from patients undergoing resection collected in the setting of the HCC Genomic Consortium^25^ (European Genome-Phenome Archive: EGAS00001005364). Fastq files were aligned using STAR^62^ (v.2.5.1b) to the hg19 reference genome with gencode annotation v19 and were quantified using featureCounts^63^ (v.1.5.2). Raw counts were preprocessed and cluster attribution was performed as described above with the TCGA and mouse data. In the analysis of the transcriptomic data, positivity for previously reported gene signatures was evaluated using the Nearest Template Prediction^77^ module from GenePattern (v.3.9)^78^. The ssGSEA projection^71^ was performed using previously reported gene signatures as well as the Hallmark gene set downloaded using msigdbr (v.7.4.1). The mutational profile of 144 HCC samples was obtained by whole-exome sequencing^25^. Clinicopathological data (such as vascular invasion, AFP levels (≥400 ng ml^−1^)) were originally reported previously^25^.

### Differential expression analysis for intertumoural heterogeneity

Genes were restricted to those with significance in all comparisons (with significance defined as adjusted *P* < 0.05 and log_2_[FC] > 1). Data were scaled and visualized using the ComplexHeatmap^74^ package. Gene Ontology over-representation analysis was performed using the clusterProfiler^79^ package (v.3.16.1).

### Human sample ethical approval

The use of consenting patients’ tissues surplus to diagnostic requirements for research purposes was approved by the Newcastle and North Tyneside Regional ethics committee, the Newcastle Academic Health Partners Bioresource (NAHPB) and the Newcastle upon Tyne NHS Foundation Trust Research and Development (R&D) department, in accordance with Health Research Authority guidelines. (10/H0906/41; NAHPB Project 48; REC 12/NE/0395; R&D 6579; Human Tissue Act licence 12534).

### MRI

Magnetic resonance imaging (MRI) scans were performed on liver-tumour-bearing mice using the nanoScan imaging system (Mediso Medical Imaging Systems). The mice were anaesthetized and maintained under inhaled isoflurane anaesthesia (induction, 4–5% (v/v); maintenance, 1.5–2.0% (v/v)) in 95% oxygen during the entire imaging procedure. Whole-body T1-weighted gradient echo (GRE) 3D coronal/sagittal MRI sequences (echo time (TE), 3.8 ms; repetition time (TR), 20 ms; flip angle, 30 degrees; and slice thickness, 0.50 mm) were used to obtain MRI images. For quantification of scans, volumes of interest were manually drawn around the liver region on MRI scans by visual inspection using VivoQuant software (v.4.0, InviCRO). For each scan, separate volumes of interest were prepared to adjust for the position and angle of each mouse on the MRI scanner and their tumour size.

### Mouse HCCO culture, drug screening and imaging

HCCOs were extracted and cultured as previously described^31,80^, with the exception that HCCOs from mice with activated β-catenin signalling were cultured in the absence of WNT and RSPO1. All mouse HCCO cultures were regularly tested for mycoplasma.

For the high-throughput screen cohort 5 (BM) HCCOs were dissociated with TrypLE and plated at a density of 1 × 10^3^ cells in 10 μl BME in prewarmed 384-well plates (Greiner BioOne, 781091) 5 days before adding the drugs. On day 0, a panel of 147 FDA-approved oncology drugs (AOD IX, acquired June 2019, https://dtp.cancer.gov/organization/dscb/obtaining/available_plates.htm) was added at a final concentration of 10 µM. Staurosporin was used as an internal positive control; DMSO and untreated cells were used as an internal negative control. The medium was changed on day 4 and the compounds were freshly added. Incucyte NucLight Rapid Red (Sartorius, 4717) was added on day 6 and cells were imaged using the Opera Phenix High-Content Screening System (Perkin Elmer) on day 9. Volumes were determined using Icy BioImage software (v.2.0.0.0; https://icy.bioimageanalysis.org)^81^. The experiment was performed twice (using different passages from one HCCO line) in technical quadruplicates.

For the drug dose–response curve screen, HCCOs (1–2 lines per cohort) were dissociated with TrypLE and plated at a density of 1 × 10^3^ cells in 10 μl Matrigel (Corning, 356231) in prewarmed 96-well plates (Greiner BioOne, 655098). The treatment schedule was the same as for the HTP screen, except the medium was changed and fresh drugs were added on days 3 and 7. Drugs and concentrations are shown in the figures. Drugs were purchased from Selleckchem, dissolved in DMSO to 10 mM, aliquoted and stored at −20 °C. Cell viability was measured on day 9 using CellTitre-Glo 3D reagent (Promega, G9682) according to the manufacturer’s instructions. Luminescence was measured on the Spark Microplate Reader (Tecan). The results were normalized to the vehicle. Curve fitting and IC_50_ calculation were performed using a nonlinear regression equation. All of the experiments were performed in duplicate and at least three times using different passages from one to two HCCO lines per cohort.

Images of HCCOs were taken on an Olympus CKX41 using the Qimaging Retiga Exi Fast 1394 camera.

For immunofluorescence analysis, HCCOs were washed with ice-cold PBS, fixed with 4% PFA and permeabilized with 0.2% Triton X-100. A list of the antibodies used is provided in Supplementary Table 5. Images were taken using the Zeiss 710 confocal microscope.

Tumour-derived mouse HCCOs (available from all GEMMs) will be shared on reasonable request.

### Human HCCO culture and drug screening

Human HCCOs were derived from liver cancer needle biopsies or liver resections as described before^32^. The following human HCCO lines were used: D386-O and D953-O (*CTNNB1* WT, *TP53* WT, *MYC* WT); D455-O (*CTNNB1* MUT, *TP53* WT, *MYC* AMP); C948-O and C949-O (*CTNNB1* MUT, *TP53* WT, *MYC* AMP); C655-O (*CTNNB1* WT, *TP53* MUT, *MYC* ND); D045-O, D046-O, D803-O and R035-O (*CTNNB1* WT, *TP53* MUT, *MYC* WT); C798-O, C975-O, D324-O, D804-O and D876-O (*CTNNB1* WT, *TP53* MUT, *MYC* AMP); and D359-O (*CTNNB1* MUT, *TP53* MUT, *MYC* WT).

For expansion, the human HCCOs were seeded into reduced growth factor BME2 (R&D Systems, 3533-005-02) and cultured in expansion medium (EM): advanced DMEM/F-12 (Gibco, 12634010) supplemented with 1× B-27 (Gibco, 17504001), 1× N-2 (Gibco, 17502001), 10 mM nicotinamide (Sigma-Aldrich, N0636), 1.25 mM *N*-acetyl-l-cysteine (Sigma-Aldrich, A9165), 10 nM [Leu15]-gastrin (Sigma-Aldrich, G9145), 10 μM forskolin (Tocris, 1099), 5 μM A83-01 (Tocris, 2939), 50 ng ml^−1^ EGF (Peprotech, AF-100-15), 100 ng ml^−1^ FGF10 (Peprotech, 100-26), 25 ng ml^−1^ HGF (Peprotech, 100-39), 10% RSPO1-conditioned medium (v/v, homemade). HCCOs were passaged after dissociation with 0.25% trypsin-EDTA (Gibco). All human HCCOs were regularly tested for mycoplasma contamination using the MycoAlert mycoplasma detection kit (Lonza, LT07-118).

Drugs were purchased from ApexBio and Selleckchem, dissolved in DMSO to 10 mM, aliquoted and stored at −20 °C. For the screening, human HCCOs were dissociated with 0.25% trypsin-EDTA (Gibco) to single cells and 1 × 10^3^ cells per well were plated in a 384-well plate (Greiner BioOne, 781986) on a layer of BME2 (R&D Systems, 3533-005-02) previously diluted with EM (50:50, v/v). Cells were cultured for 3 days without treatment to allow for organoid formation. At day 3, an eight-point half-log dilution series of each compound (ranging from 10 μM to 0.00316 μM) was added using a Tecan D300e. Cell viability was measured after 5 days of treatment using the CellTiter-Glo 3D reagent (Promega, G9682). Luminescence was measured on the Synergy H1 multi-mode reader (BioTek Instruments). Results were normalized to the vehicle (DMSO). The maximal DMSO concentration was 0.2%. Curve fitting was performed using Prism (GraphPad v.9 GraphPad Software) software and the nonlinear regression equation. Results are shown as mean ± s.e.m.

### Fluorescent activated cell sorting

After mincing into small pieces, 100 mg of healthy liver or liver tumour was digested on the gentleMACS Octo dissociator with heaters using the mouse tumour dissociation Kit (Miltenyi Biotec, 130-096-730). Dissociated cells were resuspended in 0.5% BSA in PBS, filtered through a 70 μm strainer and centrifuged at 400 *g* for 5 min. Cells were then resuspended in 5 ml RBC lysis buffer (Thermo Fisher Scientific, 00-4300-54) and incubated for 5 min at room temperature and washed with 0.5% BSA in PBS before being resuspended in 0.5% BSA in PBS. Cell suspensions were added to 96-well V-bottom plates (maximum density, 0.5 × 10^6^ cells per well). Cells were stimulated for 3 h with complete IMDM medium containing 8% FCS, 50 μM β-mercaptoethanol, 1× penicillin–streptomycin with 1× cell activation cocktail with brefeldin A (BioLegend, 423304) at 37 °C as previously described previously^82^. After stimulation, cells were centrifuged at 800*g* for 2 min. Cells were stained in Brilliant stain buffer (BD Biosciences, 566349) containing antibodies for surface antigens for 30 min at 4 °C in the dark. Cells were then washed with PBS/0.5% BSA, centrifuged at 800*g* for 2 min, followed by ice-cold PBS and incubated with Zombie NIR Fixable Viability dye (BioLegend, 423106) to stain dead cells for 20 min at 4 °C. After further washing the cells with PBS/0.5% BSA, cells were fixed and permeabilized in FOXP3 transcription factor fixation/permeabilization solution (Thermo Fisher Scientific) for 20 min at 4 °C, according to the manufacturer’s instructions. Intracellular antibodies were prepared in permeabilization buffer and incubated with cells for 30 min at 4 °C before cells were washed with permeabilization buffer, followed by PBS/0.5% BSA and finally resuspended in PBS/0.5% BSA. All of the experiments were performed using a five-laser BD LSRFortessa flow cytometer with DIVA software (BD Biosciences v.8.0.1). Compensation was determined automatically using Ultracomp eBeads (01-2222-42; Thermo Fisher Scientific). Data were analysed using FlowJo Software v.9.9.6.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism, software (v9 GraphPad Software) and R (v.4.0.2 and higher) with statistical tests as indicated in the figure legends. Data were tested for normal distribution. All performed *t*-tests were two-tailed. *P* values are displayed in figures. No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications^6,31,83–85^. For animal experiments, biological replicate sizes were chosen taking into account the variability observed in pilot and previous studies in respective cohorts. For all experiments, animal/sample assignment was matched for age-matched control, and assigned based on randomly assigned mouse identification markings. Batched staining and analyses alongside controls were used throughout. The investigators were not blinded for the in vivo experiments. Technical staff administering therapy were blinded to the mouse genotypes. All subsequent tissue handling and analysis were blinded and/or performed using standardized automated analyses where possible. Quantitative image analysis was performed blinded to the genotype and treatment. The data distribution for normality testing and testing of equal variances was assessed using Prism 9 Software (GraphPad Software). No data were excluded, unless mentioned otherwise, except the following, which were excluded before analysis: one biological replicate failed quality control after transcriptomic sequencing—all other biological replicates from this and other cohorts successfully passed quality control and were included in downstream analysis; two drugs were excluded from the HCCO HTP screen due to microbiological contamination and drug precipitation in multiple replicates, respectively. One sample was excluded from the RFP expression analysis during analysis (total *n* = 4 biological replicates): testing AAV-mediated recombination of RFP alleles (Extended Data Fig. 1b,c), one sample was a notable outlier (4.9% versus 25.7%, 25.1% and 25.8%) which on re-review was caused by inconsistent RFP staining of the section—this outlier was removed from final analysis; details are provided in the figure legend also. Where the tumour number could not be quantified due to tumour rupture, no tumour number is reported (Fig. 5d).

Figures were assembled using Scribus v.1.4.8 (https://www.scribus.net/). Images were processed using Gimp v.2.10.14 (https://www.gimp.org/).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-08585-z.

## Supplementary information

Supplementary Table 1 Summary of end-point data of each HCC GEMM cohort.

Reporting Summary

Supplementary Table 2 Statistical comparisons between patient HCC tumour bulk transcriptomic data stratified by HuMo subtypes.

Supplementary Table 3 Ranked results from high-throughput drug screen in mouse HuMo1 HCC-derived organoids using FDA-approved anti-cancer therapies.

Supplementary Table 4 Details for PCR reactions used for genotyping end-point tumours in the HCC GEMMs.

Supplementary Table 5 Details of antibodies used in the studies.

Peer Review file

## Source data

Source Data Figs. 1–5 and Source Data Extended Data Figs. 1, 2, 5, 8, 9, 11 and 12

## Figures and Tables

**Extended Data Fig. 1:**
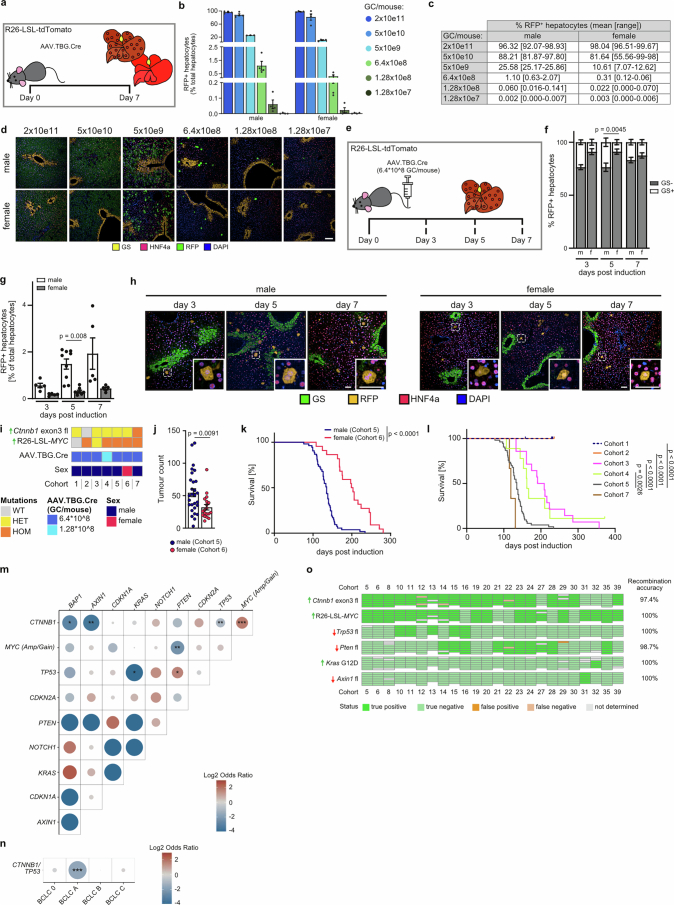
Justification for and validation of the genetics and genetic induction approach employed in the suite of GEMMs. (**a**) Dose finding for clonal induction using AAV.TBG.Cre in a R26-LSL-tdTomato reporter mouse model. Experimental scheme for **b-d**. (**b-d**) Decreasing doses of AAV.TBG.Cre lead to decreased recombination of the LSL and thus less RFP+ hepatocytes (**b-c**) Quantification of RFP+ hepatocytes by sex and dose. n = 4 mice throughout except n = 3 for 5×10^9^ female (single sample excluded due to inconsistent RFP staining). Data shown as mean ± s.e.m.. GC = genomic copies. (**d**) Representative images of immunofluorescent staining demonstrating exclusive and dose-dependent targeting of hepatocytes by AAV.TBG.Cre. Individual Channels for the zone 3 marker glutamine synthetase (GS, yellow), HNF4a (magenta), RFP (green), DAPI (blue). Scale bar equals 100 µm. (**e**) AAV.TBG.Cre sex-dependent clonal induction variation over time. Experimental scheme for **f-i**. (**f**) Quantification of RFP^+^ hepatocytes using GS shows clonal induction within zone 3 and outside zone 3 but no significant zonal expansion over time using a dose of 6.4*10^8^ GC/mouse. n = 5 (male d3 + d7, female d3 + d7), 8 (female d5), 9 (male d5). Data shown as mean ± s.e.m. Two-way ANOVA with Tukey correction (**g**) Male mice recombine at a higher rate than female mice after induction with 6.4*10^8^ GC/mouse with no additional residual recombination from 5 to 7 days post induction. n = 5 (male d3 + d7, female d3 + d7), 8 (female d5), 9 (male d5). Data shown as mean ± s.e.m., Kruskal-Wallis test with Dunn’s correction (**h**) Representative images of Cre-driven recombination rates in males and females on d3, d5, and d7 post induction; GS (green), HNF4a (magenta), RFP (yellow) and DAPI (blue). Scale bar equals 50 µm. (**i**) Summary of mouse cohorts used in **j-l**. (**j**) A lower induction rate in females leads to a lower tumour burden compared to males with the same mutational background. n = 28 (Cohort 5) and 19 (Cohort 6) mice. Data shown as mean ± s.e.m. Unpaired two tailed t-test. (**k**) Lower tumour burden due to a lower induction rate causes a prolonged survival in female mice compared to males with the same mutational background. n = 53 (male, Cohort 5) and 22 (female, Cohort 6) mice. Log rank test. (**l**) Mutational burden and induction dose influence tumour penetrance and survival outcomes. n = 11 (Cohort 1), 8 (Cohort 2), 14 (Cohort 3), 9 (Cohort 4), 53 (Cohort 5 – same data as k), 3 (Cohort 7). Log rank test. All panels: GC = genomic copies. Please note that individual cohort survival data shown for Cohort 5 and 6 are also shown in Extended Data Fig. 2a to allow direct comparison with data in that figure. (**m**) Analysis of the TCGA PanCancer dataset shows odds ratio for co-occurrence and mutual exclusivity of modelled HCC driver genes. n = 353. One-sided Fisher Exact Test, */**/*** denote p ≤ 0.05/0.01/0.001 respectively. (**n**) Mutual exclusivity of drivers is fluid and can change depending on tumour stage as shown for *CTNNB1* and *TP53;* reanalysis of data from Nault et al.^86^. n = 73 (BCLC 0), 404 (BCLC A), 157 (BCLC B), 101 (BCLC C). One-sided Fisher Exact Test. (**o**) Genotyping of bulk end stage tumour in representative cohorts. Genotyping by cohort and allelic recombination within individual mice (bars) – representative mice are aligned between alleles within cohorts. Comparison is made to known colony genotype testing presence/absence of allelic recombination to prediction displayed as false/true positives/negatives. Recombination accuracy denotes true positive + true negative/positive + negative. *Cdkn1a* and *Cdkn2a* were constitutive knockouts in the relevant colonies. Source data

**Extended Data Fig. 2:**
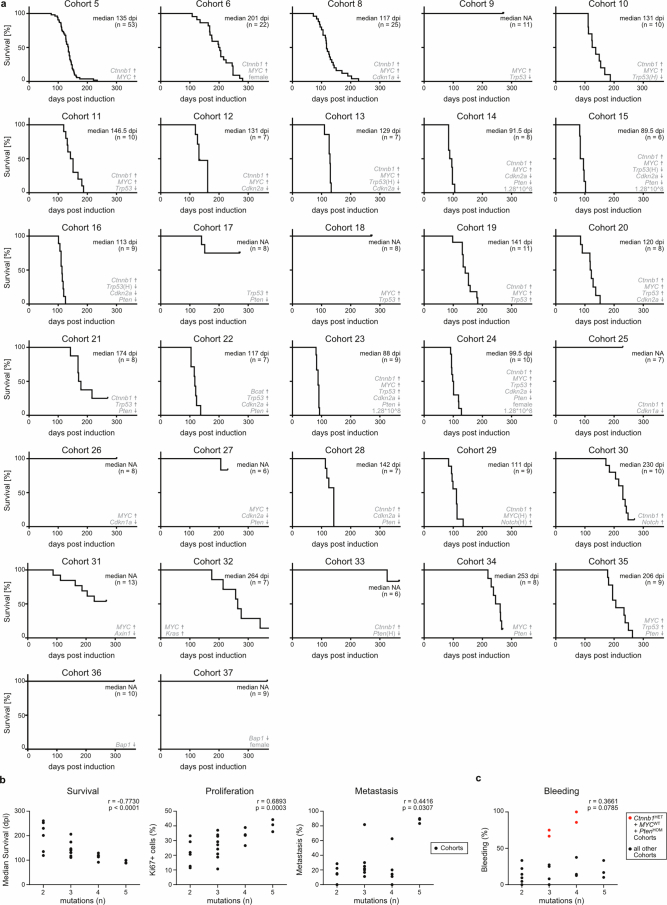
Endpoint survival and tumour penetrance varies depending on co-occurrence of mutations. (**a**) Detailed survival data for summary data shown in Fig. 1b. Median survival reported as time after AAV.TBG.Cre induction in days (dpi). Number of mice used per cohort is shown in the Figure. All cohorts except Cohort 6, 24, and 37 are male mice. Unless otherwise specified mice were induced with 6.4*10^8^ GC/mouse. (H) indicates heterozygosity of an otherwise homozygous allele. (**b**) Correlation analysis of mutational burden with survival, tumour proliferation, and metastasis. n = 7 (2 Mutations), 9 (3 Mutations), 5 (4 Mutations), 3 (5 Mutations). Spearman Rank Test (two-tailed). (**c**) Correlation analysis of mutational burden and bleeding. n = 7 (2 Mutations), 9 (3 Mutations), 5 (4 Mutations), 3 (5 Mutations). Spearman Rank Test (two-tailed). Please note that survival data shown for Cohort 5 and 6 are also shown in Extended Data Fig. 1l to allow direct comparison with data in that figure. Source data

**Extended Data Fig. 3:**
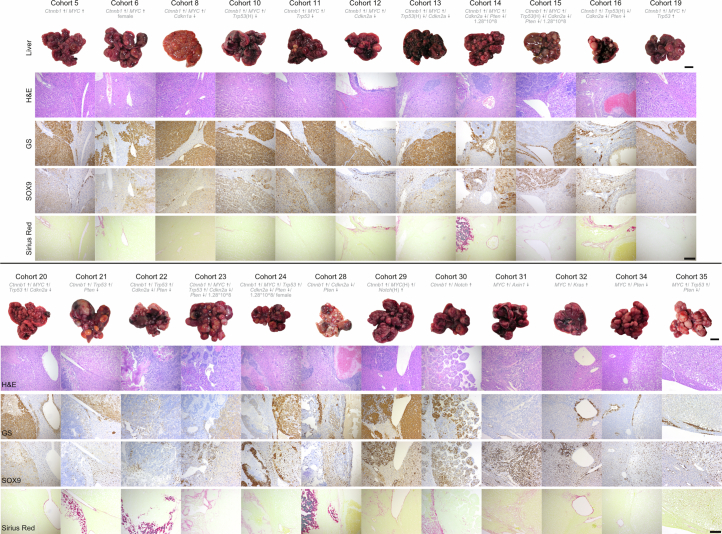
Macroscopic and microscopic tumour nodule phenotype reflect the heterogeneity of human HCC. Representative images for each Cohort with staining for general morphology (H&E), glutamine synthetase (GS) for activated beta-catenin signalling, SOX9 as a progenitor marker, and Sirius Red as an indicator for extracellular matrix content in the tumours. All cohorts except Cohort 6 and 24 are male mice. Unless otherwise specified mice were induced with 6.4*10^8^ GC/mouse. (H) indicates heterozygosity of an otherwise homozygous allele. Scale bar equals 1 cm (macroscopic) or 200 µm (microscopic). Macroscopic images and microscopic of H&E and GS for Cohorts 5, 19, 23, 28, 30, and 35 are the same as in Fig. 1c and are shown here to allow direct comparison with data in this figure. Scanned whole liver lobes across biological replicates from each cohort are available via BioImage Archive (https://www.ebi.ac.uk/) via accession number S-BIAD1365.

**Extended Data Fig. 4:**
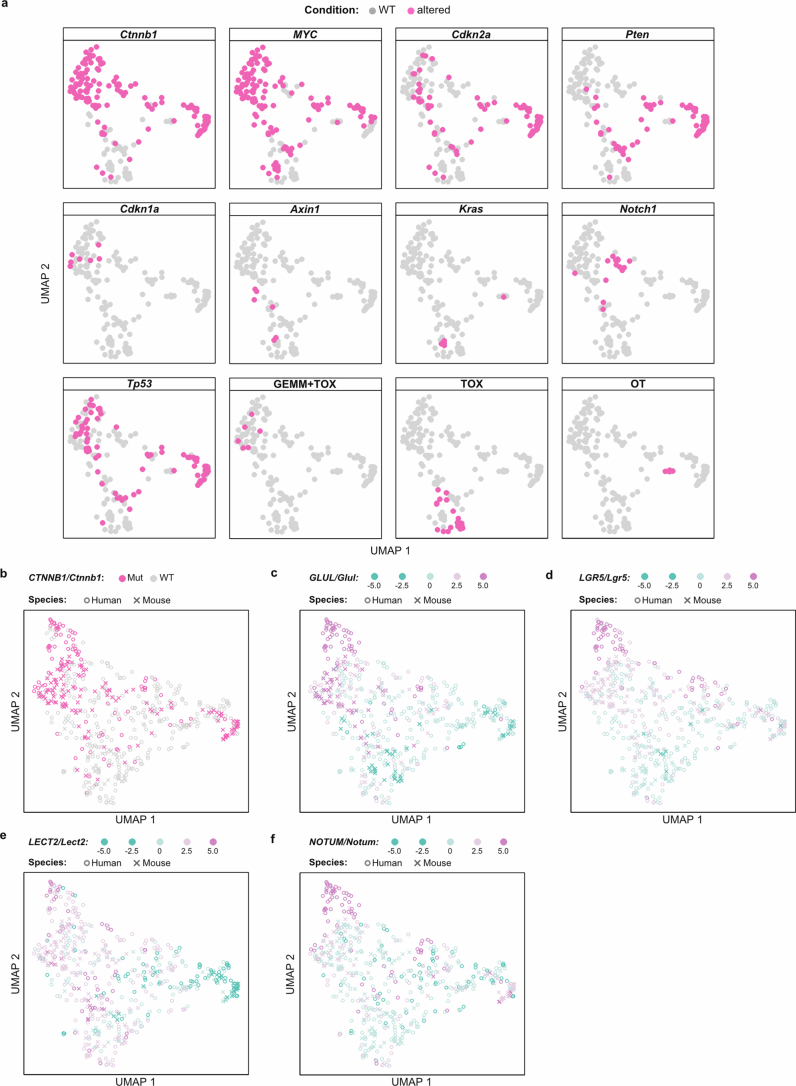
Mutational status alone does not explain cluster association. (**a**) UMAP plots showing distribution of mouse cohorts by specific genetic alterations, carcinogen treatment (TOX), or orthotopic transplant (OT). (**b-f**) Samples with mutated *CTNNB1/Ctnnb1* (**b**) are spread over the whole UMAP spectrum, whereas samples with expression of beta-catenin pathway downstream targets *GLUL/Glul* (**c**), *LGR5/Lgr5* (**d**), *LECT2/Lect2* (**e**), and *NOTUM/Notum* (**f**) are confined to the upper left quadrant.

**Extended Data Fig. 5:**
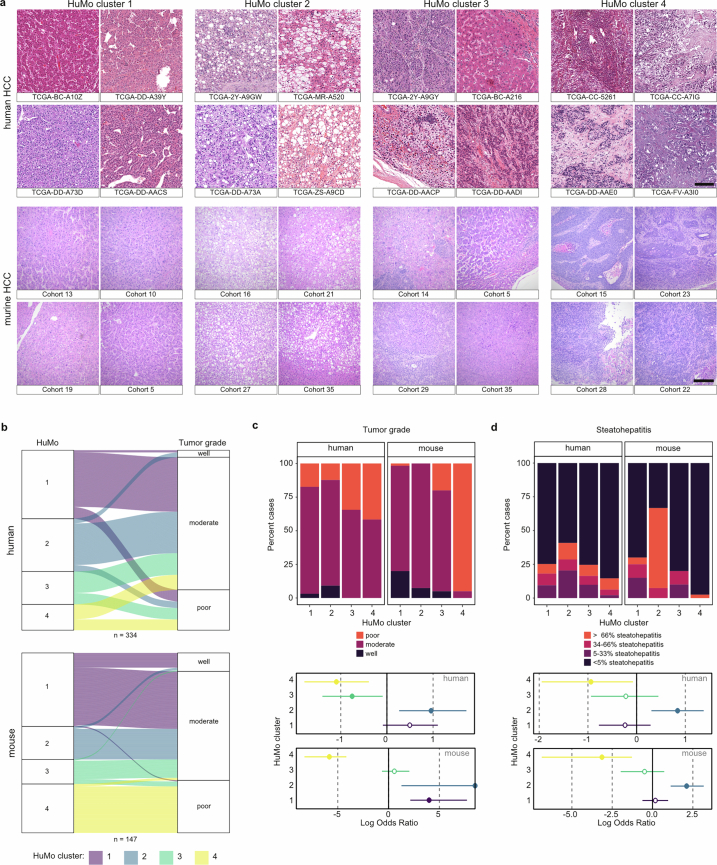
Histopathological features in mice and human HCC within the same cluster are comparable. (**a**) Transcriptional subclasses translate to similar histopathologies between human and mouse liver samples from the same HuMo clusters as shown by H&E staining; representative images from n = 4 biological replicates in each HuMo shown. Scale bars equal 200 µm. (**b-d**) Analysis of tumour grade (**b** + **c**) and steatohepatitis (**d**) highlights the resemblance of human (n = 334) and mouse (n = 147) HCC within the same HuMo cluster. Dots/bars as log odds ratio/95% Cis respectively; Fisher test, >0.05 (open circles) and ≤0.05 (closed circles). Scanned whole liver lobes across biological replicates from each cohort are available via BioImage Archive (https://www.ebi.ac.uk/) via accession number S-BIAD1365. Source data

**Extended Data Fig. 6:**
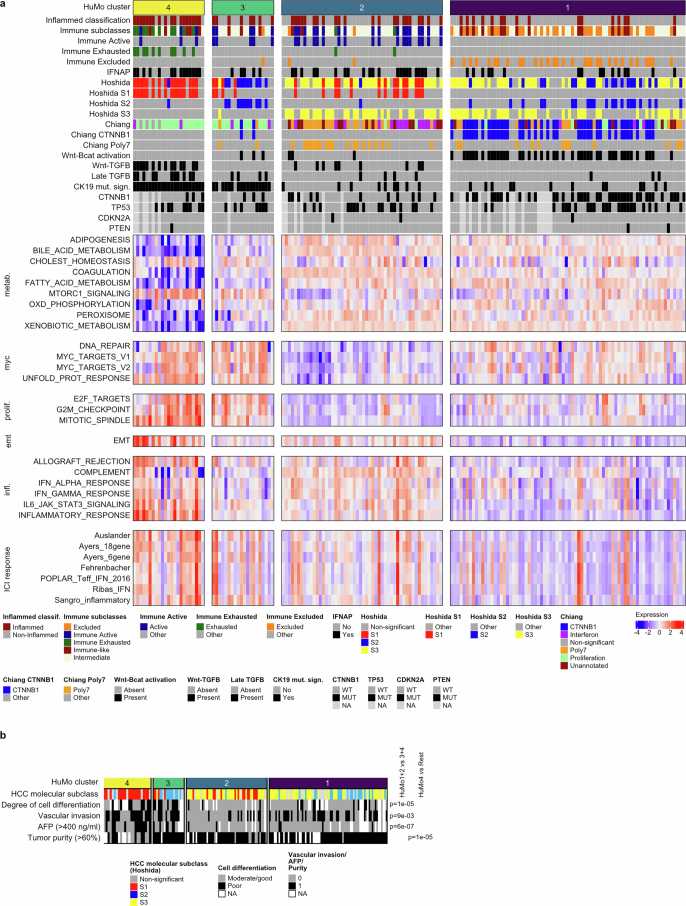
Independent human HCC dataset validates HuMo cluster classification. (**a** + **b**) Validation of the HuMo cluster classification system with a previously published, independent human HCC dataset^25^ shows similar distribution dynamics as for the TCGA data set. HuMo cluster 1 was enriched for immune-evasive signatures including the IFNAP signature^26^, HuMo cluster 2 had higher inflammatory signalling signatures and was enriched for immune-active tumours, and HuMo clusters 3 and 4 featured a strong progenitor signature (CK19 mutation signature) consistent with the previously observed histological phenotype of these clusters. Only HuMo cluster 4 was significantly enriched for the inflamed HCC class with an immune-exhaustion signature and displays the lowest tumour purity, meaning higher fraction of stroma/immune infiltrate. Significant statistical comparisons between HuMos in a); Immune classification - 4 v.s rest, 3E-05; Immune exhausted – 4 vs. rest, 1E-08; Immune excluded – 1 vs rest 4E-10; IFNAP - 1 vs rest 3E-03; Hoshida^27^ S1 - 4 vs rest 2E-09; Hoshida S2 - 3 vs rest 9E-04; Hoshida S3 1 + 2 vs rest 1E-10; Chiang CTNNB1 – 1 vs rest 5E-15; Wnt-βcat activation - 1 vs rest 1E-13, Wnt-TGFβ – 4 vs rest 3E-09; CTNNB1 - 1 vs rest 1E-07. Continuous variables were compared using Two-tailed student T-test (normally distributed, equal variance), Welch’s T-test (normally distributed, unequal variance) or Wilcoxon-rank sum test (not normally distributed data). Categorical variables were compared using Fisher’s exact test. Statistical comparisons related to Extended Data Fig. 7 are shown separately in Supplementary Table 2.

**Extended Data Fig. 7:**
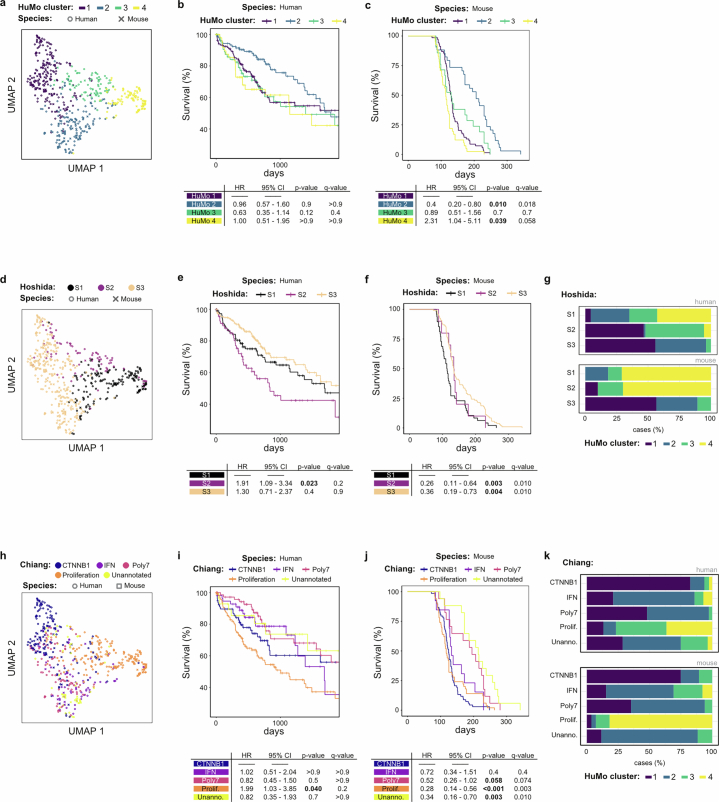
Conventional clinically used classifications of human hepatocellular carcinoma fail to cluster mouse and TCGA HCC data sets distinctly. (**a**) UMAP visualization of data sets by HuMo cluster (**b** + **c**) Survival of HCC patients (n = 396) and mice (n = 165) by HuMo cluster. (**d**) UMAP visualization of data sets by Hoshida^27^ subgroups. (**e** + **f**) Survival of HCC patients (n = 396) and mice (n = 165) by Hoshida subgroup. (**g**) Classification comparison (Hoshida vs HuMo cluster) by species. (**h**) UMAP visualization of data sets by Chiang^28^ subgroups. (**i** + **j**) Survival of HCC patients (n = 396) and mice (n = 165) by Chiang subgroup. (**k**) Classification comparison (Chiang vs HuMo cluster) by species. Survival analysis performed using univariate Cox Proportional-Hazards model reporting hazards ratio (HR), confidence intervals (95% CI), the p value was corrected for multiple testing (q value) using the false discovery rate method. UMAP in (**a**) is the same as in Fig. 2d and is shown here to allow direct comparison with data in this figure.

**Extended Data Fig. 8:**
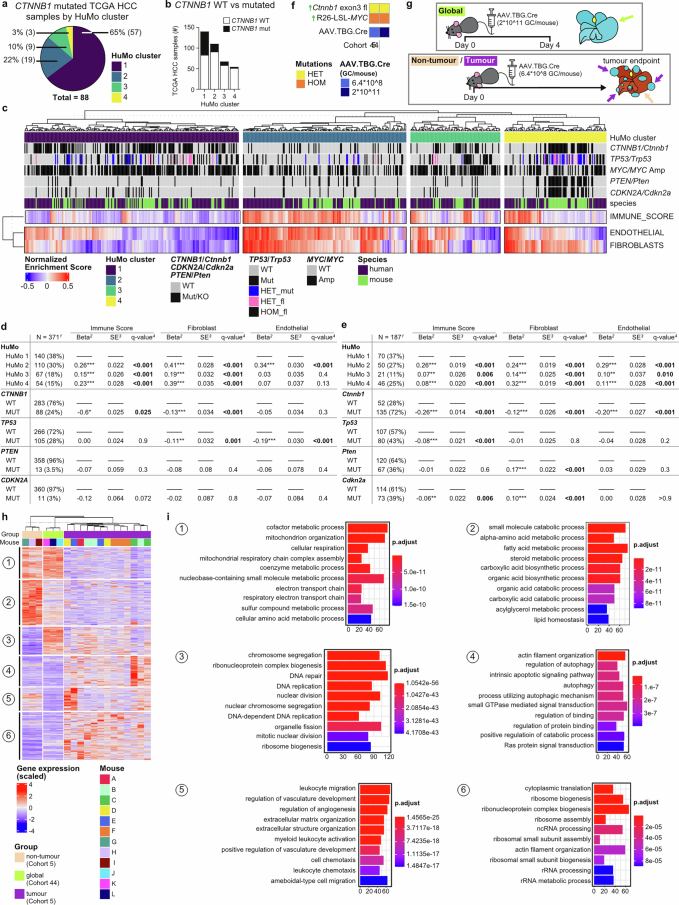
HuMo cluster 1 tumours display immune-paucity whilst a representative HuMo cluster 1 model displays mild inter-tumoural heterogeneity. (**a**) Percentage (total number) of human TCGA HCC samples with mutations in *CTNNB1* associated with each HuMo cluster. (**b**) Ratio of wild type and mutated *CTNNB1* in human TCGA HCC samples within each HuMo cluster. (**c**) Immune-pathway analysis shows a clear association of HuMo cluster 1 with immune paucity, whereas HuMo cluster 2 shows the highest association with immune-cell enrichment. (**d** + **e**). Correlation analysis of immune score, fibroblast, and endothelial signatures with HuMo clusters and mutations in human (d) and mouse (e) emphasizes the negative enrichment for immune score in HuMo cluster 1 and *CTNNB1* mutated samples in both species. (**f**) Summary of cohorts used in this figure; cohort 5 = BM. All mice used in this figure were male. (**g**) Experimental scheme for samples used in **h** + **i**. (**h**) Heatmap of differentially expressed genes between liver tissue from mice with global hepatocyte induction of altered genes and, non-tumour and tumour, tissue from mice with clonal hepatocyte induction of altered genes. Tumour tissue, despite induction of the same genetic alterations, differs greatly from the global induction group suggesting evolution of induced clones to develop tumours. n = 3 (global and non-tumour), 6 mice with up to 3 tumour samples per mouse (tumour). (**i**) Gene Ontology over-representation analysis shows upregulation of biological processes associated with oncogenesis in tumour tissue. One-sided Fisher’s exact test; adjusted using the Benjamini-Hochberg procedure. Source data

**Extended Data Fig. 9:**
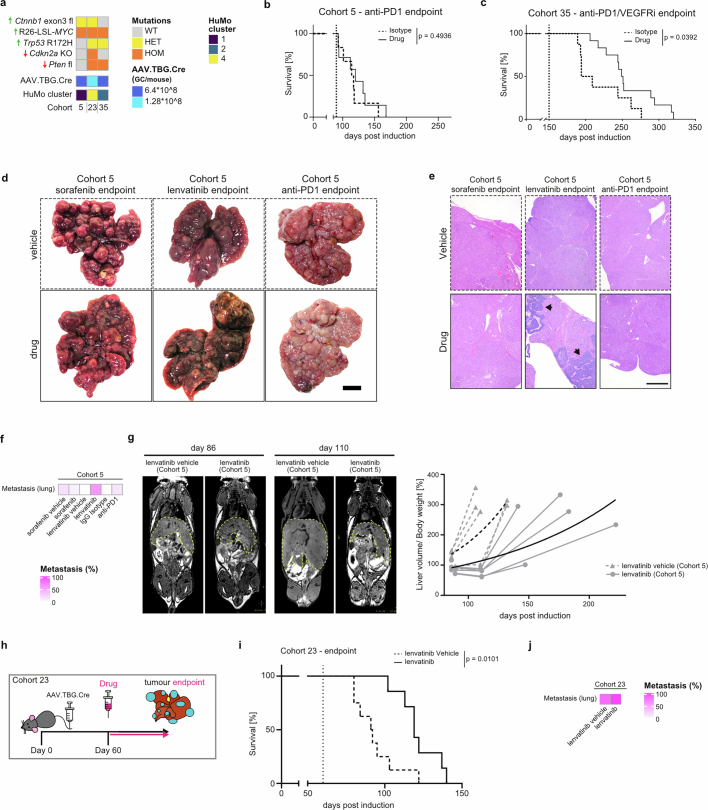
Treatment with the tyrosine kinase inhibitor lenvatinib leads to phenotypic changes and increased metastasis. (**a**) Summary of cohorts used in **b-j**. All mice used in this figure were male. (**b**) Treatment with immune checkpoint inhibitor anti-PD1 (200 µg/mouse, ip) does not significantly improve survival in a mouse model representative of HuMo cluster 1. Dotted vertical line indicates treatment start. n = 6 (IgG Isotype), 7 (anti-PD1). Log rank test. (**c**) Treatment with immune checkpoint inhibitor anti-PD1 (200 µg/mouse, ip) and VEGFRi (3 mg/kg, oral) significantly improves survival in a mouse model representative of HuMo cluster 2. Dotted vertical line indicates treatment start. n = 8 (Vehicle/IgG Isotype), 12 (VEGFi/anti-PD1). Log rank test. (**d**) Macroscopic liver images of drug and vehicle treated Cohort 5 (BM) mice at endpoint. Scale bar equals 1 cm. (**e** + **f**) Treatment with lenvatinib, but not sorafenib or anti-PD1, results in a more aggressive tumour morphology (indicated by black arrows) and increased number of mice with detectable metastasis at endpoint in Cohort 5 (BM) mice. Scale bar equals 1 mm. n = 17 (sorafenib vehicle), 13 (sorafenib), 5 (lenvatinib vehicle + lenvatinib + IgG Isotype), 7 (anti-PD1) mice. (**g**) Non-invasive magnetic resonance imaging of Cohort 5 (BM) mice reveals delayed tumour growth in lenvatinib treated mice with liver volume as a proxy for tumour burden. n = 5 (lenvatinib Vehicle), 6 (lenvatinib). (**h**) Treatment scheme for **i-j** with drug given from d60 post induction to accommodate for faster model progression (**see** Extended Data Fig. 2a). (**i**) Lenvatinib treatment improves endpoint survival in a representative GEMM of HuMo cluster 4 (Cohort 23, BM + *Pten*^fl/fl^ + *Trp53*^R172H/wt^ + *Cdkn2a*^KO/KO^). Dotted vertical line indicates treatment start. n = 8 (lenvatinib vehicle), 7 (lenvatinib). Log rank test. (**j**) Cohort 23 (BM + *Pten*^fl/fl^ + *Trp53*^R172H/wt^ + *Cdkn2a*^KO/KO^) mice treated with lenvatinib have increased number of mice with detectable metastasis at endpoint. n = 6 (lenvatinib vehicle), 7 (lenvatinib). Source data

**Extended Data Fig. 10:**
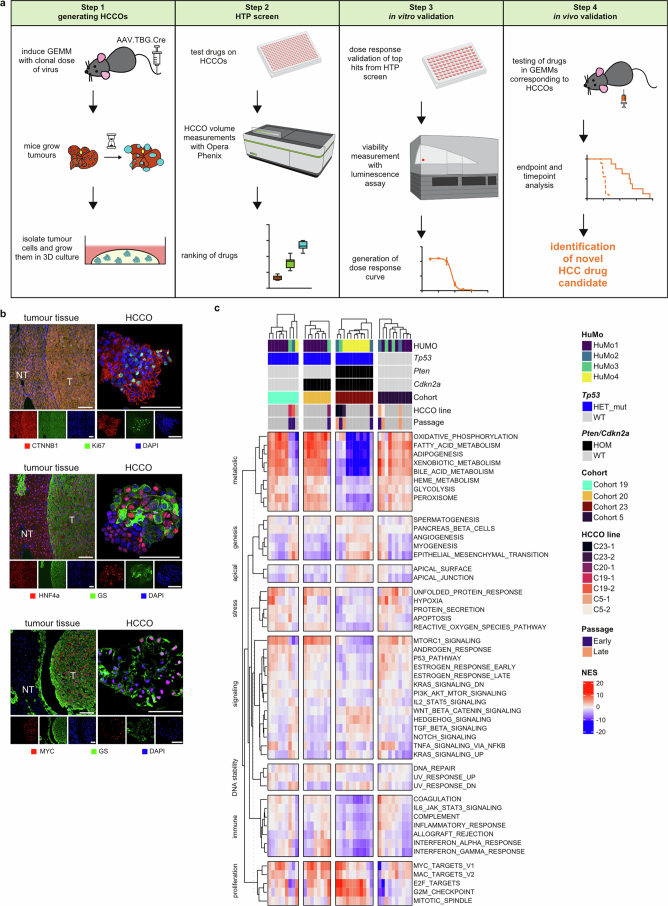
HCCOs mimic features of the primary tumour and are suited to investigate drug effects on tumour cells. (**a**) Schematic of murine HCCO assay pipeline. HTP = high-throughput, GEMM = genetically-engineered mouse model, HCC = hepatocellular carcinoma, HCCOs = HCC organoids. (**b**) HCCOs keep characteristics of primary tumour tissue such as accumulation of beta-catenin (CTNNB1), proliferation marker Ki67, differentiation marker HNF4a, glutamine synthetase (GS) and MYC expression; representative images of single organoids from a bulk culture from a single organoid line and of single tumours from multiple autochthonous tumours within a single mouse. Scale bars equal 100 µm. NT = non-tumour, T = tumour. (**c**) The transcriptional phenotype of HCCOs differed from the original tumours of the same Cohort, likely due to the simplified nature of HCCOs as an epithelial-cell-only model as well adaptive response to the culture conditions. Note that all GEMMs and HCCOs are mutated/overexpressing of both CTNNB1/Myc respectively.

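With passage number, genes of cell division were at higher levels and genes of hepatocyte function at lower levels over the 3 HCCO lines sequenced at 2 passages, by amounts that differed between the lines. The 6 libraries were also split into 3 and 3 in other ways. The 3 other splits that part the passages of every line called 15, 11 and 10 lists. The 13 lists called with the real split lie within that range, so their number does not set the order of passages apart. All 25 proliferation genes had a log2 fold change above 0 from the early to the late passage (median 1.10, camera adjusted p = 4.97e-22, adjusted p = 0.561 with an estimated correlation), and the list's median change was 1.98 in RMH115.2d, 1.29 in ICF17.3b and 0.16 in ICF16.1e. The mitotic kinase gene Plk1 went from 5.43 to 26.0 CPM in RMH115.2d, from 26.7 to 66.7 CPM in ICF17.3b and from 85.6 to 106 CPM in ICF16.1e (log2 fold change 1.12, SE 0.31, adjusted p = 0.695 from edgeR). All 29 genes of E2F and replication were above 0 (median 0.80, camera adjusted p = 2.20e-20, adjusted p = 0.561 with an estimated correlation), such as the helicase gene Mcm5 (log2 fold change 1.47, SE 0.37, adjusted p = 0.695). MYC targets were above 0 for 26 of 34 (median 0.24, camera adjusted p = 0.000246, adjusted p = 0.561 with an estimated correlation), such as Cad of pyrimidine synthesis (log2 fold change 0.64, SE 0.17) and Odc1 of polyamine synthesis (log2 fold change 0.69, SE 0.19).
All 17 xenobiotic genes were below 0 (median -1.13, camera adjusted p = 6.54e-15, adjusted p = 0.561 with an estimated correlation), and 4 were lower over the list alone, Aox3, Ephx1, Gstt1 and Fmo5. The aldehyde oxidase gene Aox3 went from 208 to 47.9 CPM, from 34.8 to 2.71 CPM and from 0.776 to 0.0310 CPM in the same lines (log2 fold change -3.28, SE 0.33, adjusted p = 0.695). Hepatocyte genes were below 0 for 18 of 19 (median -1.19, camera adjusted p = 6.00e-11, adjusted p = 0.561 with an estimated correlation), and 3 were lower over the list alone, the plasma protein genes Ahsg, Hp and Apoa1. In ICF17.3b and ICF16.1e, Hp and Apoa1 were near 0, at most 2.08 and 0.663 CPM. Ahsg was at 0.0277 and then 0.0310 CPM in ICF16.1e. The hepatocyte list's median change was -1.83 in RMH115.2d, -0.36 in ICF17.3b and -0.21 in ICF16.1e. Without RMH115.2d the adjusted p = 0.0238 from camera. Bile acid genes were below 0 for 11 of 11 (median -0.88, camera adjusted p = 4.03e-05, adjusted p = 0.561 with an estimated correlation), with Acox2 lower over the list alone. The median change was -1.72 in RMH115.2d, -0.13 in ICF17.3b and -0.12 in ICF16.1e. Interferon and antigen presentation genes were below 0 for 24 of 28 (median -0.55, camera adjusted p = 3.53e-05, adjusted p = 0.561 with an estimated correlation), such as the antiviral gene Usp18 (log2 fold change -0.90, SE 0.18). The list's median change was -0.85, -0.36 and 0.0175 in the same lines. Inflammatory genes were below 0 for 13 of 18 (median -0.44, camera adjusted p = 0.000651, adjusted p = 0.561 with an estimated correlation), with Icam1, Lcn2 and Cxcl16 lower over the list alone. Epithelial genes were below 0 for 13 of 18 (median -0.39, camera adjusted p = 0.00483, adjusted p = 0.561 with an estimated correlation), such as Krt18 (log2 fold change -0.79, SE 0.27).
The 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were below 0 and lower over their list alone, and the list of these and Xist was lower from camera (median -4.12, adjusted p = 6.58e-08, adjusted p = 0.561 with an estimated correlation). Their summed level went from 4.01 to 0.0403 CPM in RMH115.2d, from 1.46 to 0 CPM in ICF17.3b and from 58.2 to 7.92 CPM in ICF16.1e. Lower from camera were also fatty acid oxidation (24 of 25 below 0, adjusted p = 0.00471), endoplasmic reticulum stress (15 of 22, adjusted p = 0.0347) and p53 targets (20 of 30, adjusted p = 0.0409), with an adjusted p = 0.761 to 0.783 with an estimated correlation. The other 13 lists tested had an adjusted p of 0.144 to 0.972, and of these the progenitor (median 0.05) and stellate cell genes (median 0.34) were on the lower side in camera and the insulin and FOXO targets (median -0.00825) on the higher side. Over their lists alone, Vim, H19 and Col5a1 were higher and Serpine1, Spp1, Ecm1 and Cd68 lower. No gene differed over all 17755 genes from edgeR with the line as a block, with 1216 at an unadjusted p under 0.05, and DESeq2 called 198 genes (31 higher and 167 lower). Without RMH115.2d, the calls on bile acid (0.189) and interferon genes (0.0775) were lost, and fatty acid oxidation (0.0775), p53 targets (0.812) and endoplasmic reticulum stress genes (0.394) turned to the higher side. Without ICF17.3b, the calls on epithelial (0.345), p53 (0.0767) and endoplasmic reticulum stress genes (0.212) were lost.

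**Figure D4:**
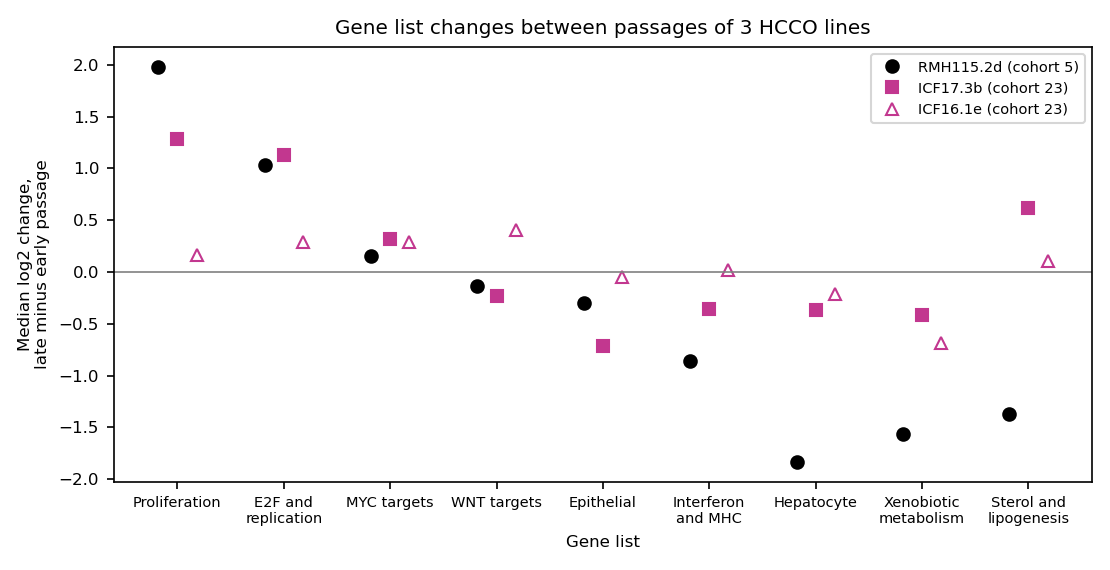
Median log2 change from the early to the late passage of the genes of 9 lists in the 3 HCCO lines with 2 passages, 1 point per line. Proliferation genes lie above 0 in all 3 lines (1.98, 1.29 and 0.16) and xenobiotic genes below 0 (-1.57, -0.41 and -0.68).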

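Ctnnb1, which carries the activating deletion (ENSMUSG00000006932, chromosome 9 from 120757422 to 120789579 of GRCm39), was expressed at 430 to 1578 CPM in the 10 HCCO libraries. The mouse Myc gene (ENSMUSG00000022346, chromosome 15 from 61857227 to 61862223) was at 3.32 to 81.8 CPM, lowest in RMH115.2d at passage 13 and highest in ICZ5.3d, and the MYC transgene was not counted. Trp53 (chromosome 11 from 69469669 to 69482701) was at 32.7 to 131.5 CPM. Cdkn2a (chromosome 4 from 89192708 to 89212890) was at 19.0 to 39 CPM in cohort 5, at 115.1 and 157 CPM in cohort 19, at 101 CPM in cohort 20 and at 54.7 to 68.2 CPM in cohort 23. Its log2 fold change in cohort 19 against cohort 5 was 1.74 (SE 0.26, adjusted p = 0.346 from edgeR), and it was higher when adjusted over the list of the 5 engineered genes alone. Pten (chromosome 19 from 32734885 to 32803560) was deleted in cohort 23, where it was at 147.8 and 146.3 CPM in ICF17.3b and at 106.2 and 91.5 CPM in ICF16.1e. It was at 95.2 CPM in ICO3.5g of cohort 20, which carries no Pten deletion, and at 127.8 to 189 CPM in cohorts 5 and 19. A count over a whole gene includes exons that the engineered deletions leave in place and checks neither these deletions nor the point mutation of Trp53. As a list the 5 genes did not differ between cohort 23 and the others (camera adjusted p = 0.532), between cohorts 19 and 5 (0.157) or between passages (0.148).
Targets of β-catenin differed in how they varied between lines. Glul, which encodes glutamine synthetase (GS), was at 970 to 5220 CPM in cohort 5 and at 79.6 to 780.5 CPM in the other cohorts (log2 fold change of cohort 19 against cohort 5 -2.52, SE 1.08, adjusted p = 0.561). Lect2 was at 44.5 to 248 CPM in cohort 5 and at most 0.0769 CPM elsewhere. Axin2 (98.9 to 345 CPM), Nkd1 (200.1 to 1633 CPM), Rnf43 (110 to 186 CPM) and Znrf3 (55.1 to 140.5 CPM), feedback regulators of WNT signalling named after their values were seen, were expressed in all libraries, as were Lgr5 (18.9 to 275 CPM) and Notum (60.1 to 511 CPM). Of 25 WNT target genes, 14 were above and 11 below 0 in cohort 23 against the other cohorts (median 0.04), and camera, which put the list on the lower side, gave an adjusted p = 0.362. It was called lower without ICO3.5g (0.0101) and without ICF17.3b (0.00366). Hnf4a, a hepatocyte transcription factor, was at 145 to 245 CPM in cohort 5, at 56.4 CPM in ICZ5.3d and at most 0.574 CPM in the other lines, and the proliferation gene Mki67 was at 23.0 to 404 CPM. The list of 8 stained or named markers was not called in any of the 3 comparisons (camera adjusted p = 0.869 and 0.185 between cohorts and 0.751 between passages), and Lect2 was lower over this list alone in cohort 19 against cohort 5.
MYC target genes had a median log2 CPM of 5.89 to 6.95 in the 10 libraries. In cohort 23 against the other cohorts, 24 of 34 were above 0 (median 0.11, camera adjusted p = 0.334), and the list was called higher without ICF17.3b (0.00177). In cohort 19 against cohort 5, 12 were above and 22 below 0 (median -0.13, camera adjusted p = 0.424), and the list was called lower without RMH115.2d (0.00618).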

**Extended Data Fig. 11:**
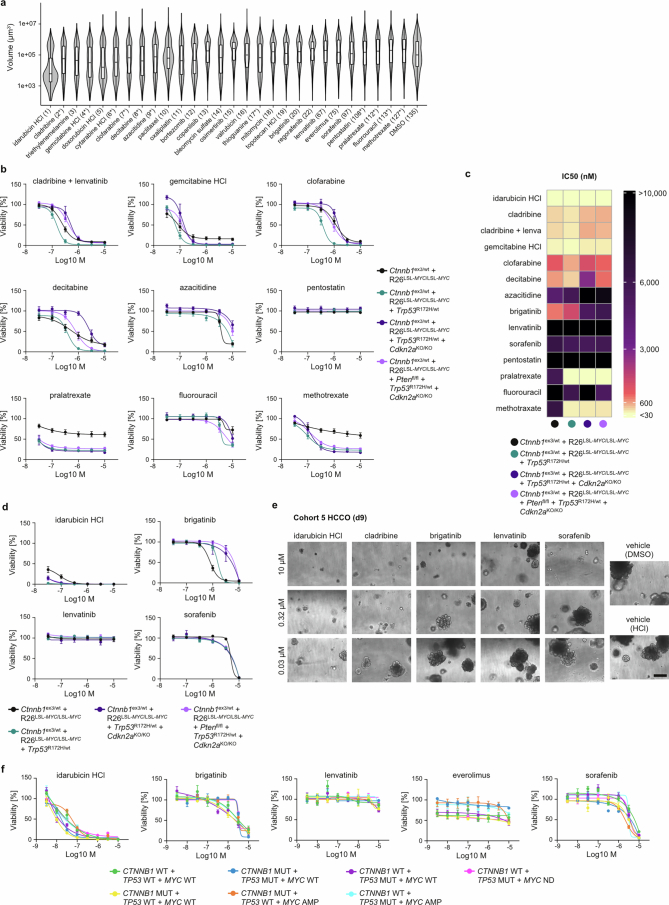
A high-throughput tumouroid assay pipeline identifies anti-cancer drugs for repurposing as potential HCC therapy. (**a**) Volumetric measurements of HCCOs after 9 d treatment with indicated drugs; merged data from 4 technical replicates in each of two plates per condition. Ranking position in parenthesis. Nucleobase/Nucleoside analogues indicated by asterisks. Box centre=median with box bounding 25–75^th^ centiles, the upper whisker extend +/− 1.5*IQR from the hinge. N = 2421/2259/2748/1700/2172/2314/1555/2964/2383/3840/3192/1820/2876/4491/1561/1624/18/45/1608/2408/3564/1649/2066/2538/1911/2273/2008 organoids for Azacitidine/Bleomycin sulfate/Bortezomib/Brigatinib/Cladribine/Clofarabine/Copanlisib/Cytarabine hydrochloride/Decitabine/DMSO/Doxorubicin hydrochloride/Everolimus/Gemcitabine hydrochloride/Idarubicin hydrochloride/Lenvatinib/Methotrexate/Mitomycin/Osimertinib/Oxaliplatin/Paclitaxel/Regorafenib/Sorafenib internal/Thioguanine/Topotecan hydrochloride/Triethylenemelamine/Valrubicin respectively. (**b** + **c**) Testing a wide variety of antimetabolites demonstrates a drug-specific on-target effect for antimetabolites in the same subclass as cladribine. No synergy between cladribine and lenvatinib was observed in HCCOs. n = 3 (different passages from one to two HCCO lines per named mouse cohort, technical duplicates; black/green/blue/magenta = HCCOs originated from tumours of cohort 5/19/20/23 respectively). Data shown as mean ± s.e.m. (**d**) In vitro dose-dependency testing of drug efficacy in murine HCCOs validates results from screen. n = 3 (different passages from one to two HCCO lines per named mouse cohort, technical duplicates). Data shown as mean ± s.e.m. (**e**) Representative images of dose-dependent drug effects on murine HCCOs after 9 days of treatment. Scale bar equals 200 µm. (**f**) In vitro dose-dependency testing of drug efficacy in human HCCOs validates results from screen. n = 3 (different passages from one to five human HCCO lines per driver combination, see methods for details, technical duplicates). Data shown as mean ± s.e.m. Source data

**Extended Data Fig. 12:**
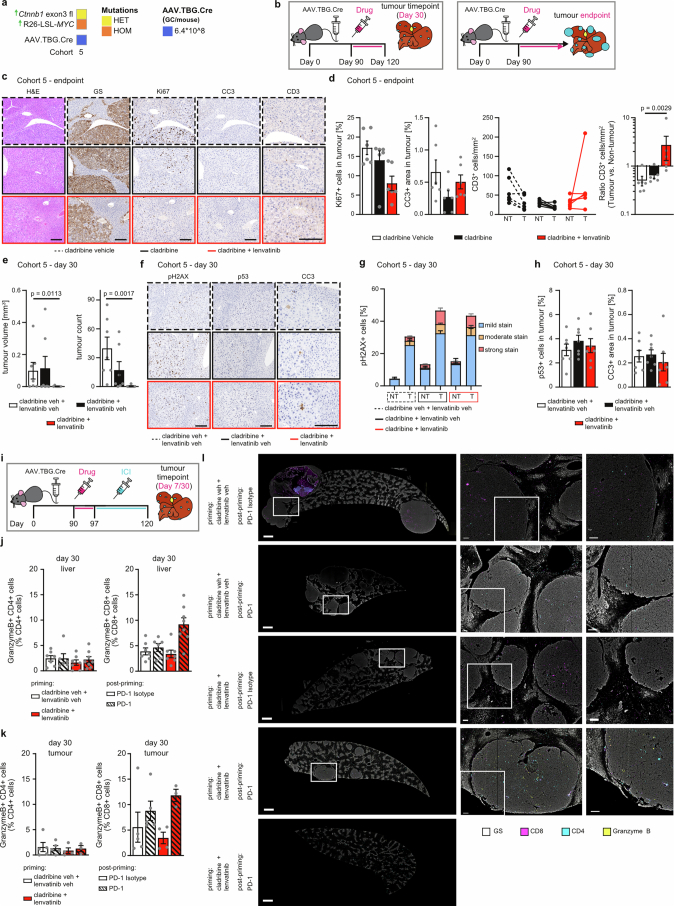
Cladribine decreases tumour burden associated with increasing immune cell infiltration and primes tumours for ICI therapy. (**a** + **b**) Cohort summary and schematic of treatment regimens used in **c-h**. All mice used in this figure were male. (**c** + **d**) Cohort 5 (BM) mice treated with cladribine + lenvatinib have fewer proliferating cells in their tumours and more infiltration of CD3^+^ T-cells, but levels of cleaved Caspase 3 (CC3) as well as general morphology are unaltered when compared at endpoint. (**c**) Representative images. Scale bars equal 200 µm (H&E, GS, Ki67, CC3) or 100 µm (CD3). (**d**) Quantification of Ki67, CC3, and CD3 in matched non-tumour (NT) and tumour (T) tissue. n = 6 (cladribine vehicle, cladribine), 8 (cladribine + lenvatinib, two of which mice did not have microscopic tumours to quantify and therefore were excluded). Data shown as mean ± s.e.m. Kruskal-Wallis test with Dunn’s correction (Ki67, CD3)/One-way ANOVA with Tukey correction (CC3). (**e**) After 30 days on treatment, Cohort 5 (BM) mice on cladribine + lenvatinib combination therapy have smaller and fewer tumours. n = 7 (all sample groups). Data shown as mean ± s.e.m. Kruskal-Wallis test with Dunn’s correction. (**f-h**) Cladribine treatment for 30 days, either as monotherapy or combination therapy, induces DNA damage in matched tumour (T) and non-tumour (NT) tissue as determined by phosphorylation of Histone 2AX (pH2AX). This does not result in increased senescence, assessed by p53, or apoptosis, assessed by cleaved caspase 3 (CC3). (**f**) Representative immunohistochemistry images. Scale bars equal 200 µm (pH2AX, p53) or 100 µm (CC3). (**g**) Quantification of pH2AX in matched non-tumour (NT) and tumour (T) tissue. n = 7 (all sample groups). Data shown as mean + s.e.m. Two-way ANOVA with Tukey correction. (**h**) Quantification of p53 and CC3 expression in tumour tissue. n = 7 (all sample groups). Data shown as mean ± s.e.m. One-way ANOVA with Tukey correction. (**i**) Schematic of treatment regimens used in **j-l**. All mice used in this figure were male. (**j** + **k**) Increase of cytotoxic T-cells in liver and tumour at the d30 timepoint after priming + anti-PD-1. n = 7 (cladribine veh + lenvatinib veh + PD-1 Isotype liver, cladribine + lenvatinib + PD-1 Isotype liver), 6 (cladribine veh + lenvatinib veh + PD-1 liver), 8 (cladribine + lenvatinib + PD-1 liver), 5 (cladribine veh + lenvatinib veh + PD-1 Isotype tumour, cladribine veh + lenvatinib veh + PD-1 tumour), 4 (cladribine + lenvatinib + PD-1 Isotype tumour), 3 (cladribine + lenvatinib + PD-1 tumour). Data shown as mean ± s.e.m. Kruskal-Wallis test with Dunn’s correction (CD4 liver, CD8 tumour), One-way ANOVA with Tukey correction (CD8 liver, CD4 tumour). (**l**) Representative whole lobe and magnified images used in Fig. 5k. Scale bars equal 1 mm (right panel) and 100 µm (middle and left panel). Source data

## Data Availability

Data files for transcriptomic analyses are available at the Gene Expression Omnibus (GEO) under accession numbers GSE275444 and GSE273806 (mouse models) and GSE275443 (organoids). Our transcriptomic data are freely available to browse through a user-friendly interactive browser online, enabling HuMo classification of external transcriptomic datasets (http://shinyapps.crukscotlandinstitute.ac.uk/humo_app/). Immunohistochemical and H&E staining of the GEMMs is publicly available at the BioImage Archive under accession number S-BIAD1365. Montironi cohort data were provided on request to the original authors^25^ and the TCGA data were accessed from publicly accessible databases^4^. The mouse genome (GRCm39.103) was accessed from Ensembl (https://www.ensembl.org). All data generated and/or analysed during the current study are also available from the corresponding authors on reasonable request. Source data are provided with this paper.

## Code availability

Scripts used for disease positioning is available at Code Ocean (https://codeocean.com/capsule/9804119/tree/v1).

How the deposited data were processed for this re-analysis (not part of the article)

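The authors made the counts per gene before the files were deposited, from stranded libraries of polyadenylated RNA of mouse HCCOs. The submitters' notes name HISAT2 2.2.1, Subread 2.0.1 with featureCounts, MultiQC and the GRCm39 genome, and the paper's paragraph on mapping names STAR, featureCounts 2.0.1 and a release of the mouse annotation for single-end reads, without saying whether HCCOs were included. No paragraph of the methods is on RNA-seq of HCCOs alone, and no test is stated for these data. The count table held 57010 genes and 10 libraries, and each column was a library of its own. Of the gene identifiers, 56310 matched the GENCODE vM39 annotation and 700 did not (0.0633% of the counts), and these were kept in the tests. No pair of libraries was a duplicate: of the genes with at least 50 counts, 11.1% to 51.7% lay within 3 Poisson standard deviations of each other in a pair.

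The line was the replicate, so the counts of the passages of 1 line were summed (7 lines). The passages of the same line pair the samples of the comparison of late with early passages, which used the 6 libraries of RMH115.2d, ICF17.3b and ICF16.1e with the line as a block. Libraries of the same line were closer to each other (0.645 to 1.22) than libraries of different lines of 1 cohort (1.58 to 1.73). The edgeR p-values between cohorts measure the spread between these lines only, and those between passages the spread of the passage change between lines. Camera at the preset correlation of 0.01 takes the genes of a list as nearly independent, so its p-values do not measure the spread between lines alone.

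Low counts were filtered with filterByExpr, libraries were scaled by TMM, and genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Cohorts were compared over all 4 (any cohorts), as cohort 23 against the equal-weight mean of cohorts 5, 19 and 20, and as cohorts 23, 19 and 20 each against cohort 5. Cohort 20 has 1 line, which is assumed to vary like the lines of the other cohorts. The common dispersion was 0.502 and the median tagwise dispersion 0.311 between lines, against 0.115 for the common dispersion between passages. The correlation between passages of a line was 0.550. Counting intervals treat the counts as Poisson. Other tools were DESeq2 1.42.0, limma 3.58.1 (voom, camera, fry), Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

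Of 28 gene lists, 27 with at least 5 tested genes were tested between cohorts and 26 between passages with camera at a preset correlation of 0.01. They were tested again with an estimated correlation and with fry. These tests took the filtered counts, which edgeR turns into z-scores, and not log2 CPM or the log2 fold changes. The side that camera gives therefore need not be that of the median log2 fold change. The lists, the thresholds, the comparisons, their tests and the alternatives were set before the data were examined, apart from leaving out ICO3.5g and ICF16.1e together. The tests of explanations and the other splits of the passages were chosen afterwards. The lists were written from general knowledge of the genes and are not a published collection. The distance between lines is the root mean square difference in log2 CPM with a prior count of 2, tested by an exact permutation of the lines over cohorts. Levels are CPM of the library total. Where a gene was near 0, the median of its list is also given with a minimum of 3 counts per line.

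The rule for named genes had 5 parts. It took all engineered genes and the paper's markers. It took the 10 largest changes in each direction among called genes with an average log2 CPM of at least 1 and no overlap between the groups. For a list described in the text it took up to 4 members with the smallest adjusted p and the members among the 3 highest on average. For cell type markers it took the 3 members with the highest mean CPM. Any gene of nucleoside analogue metabolism and of the sex check was also allowed, and the nucleoside analogue genes named were picked after their values were seen. Predicted genes and pseudogenes without a gene name were left out.

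The tests were tried on simulated counts with the dispersion of these lines. Of genes changed 4-fold, 16-fold and 256-fold, the comparison of cohort 23 with the other cohorts recovered 1.49%, 32.8% and 72.7%, cohort 23 against cohort 5 recovered 0%, 10.4% and 50.0%, cohort 19 against cohort 5 0%, 20.9% and 57.6%, cohort 20 against cohort 5 0%, 8.96% and 51.5%, and late against early passages 52.2%, 74.6% and 81.8%. With a dispersion of 0.05, the comparison of cohort 23 with the others recovered 94.0%, 94.0% and 97.0%. A list raised 4-fold was called, and 0 of 20 other lists were. Each gene was drawn independently there, so the simulation does not try lists whose genes vary together. In the data the estimated correlation of proliferation genes was 0.83 in cohort 23 against the other cohorts. The permutation of distances gave p = 0.743 with no cohort effect and p = 0.00952 with a strong one. The strong effect made a difference between and within cohorts of 1.48, against 0.21 in the data, so an effect of the size seen was not tried.

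The alternatives were size factors by the RLE method, DESeq2, no filter on low counts, each of the 10 libraries as a replicate, limma-voom with the line as a random block, the earliest passage of each line, a log2 fold change beyond 1, no block, and leaving out each line in turn. Leaving out ICO3.5g and ICF16.1e together was added after their values were seen. Original tumours of these cohorts were not analysed here, and reads of the human MYC transgene cannot be counted from a table of mouse genes.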

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

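All tests of explanations below were chosen after the results they bear on were seen.

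Hepatocyte genes were abundant in the 2 lines of cohort 5 (median log2 CPM 7.64 in RMH47.1b and 8.53 in RMH115.2d) and near 0 in the other 5 lines (-3.74 to -1.11). Scaling or a few abundant genes are argued against by a gap of 6.57 between the groups of libraries after the 10 most abundant genes of each library were left out, and the number of passages by RMH47.1b, whose library of the highest passage number lies 8.70 above the highest library of the other cohorts. Overgrowth by fibroblasts, endothelial cells, macrophages or lymphocytes that express Col1a1, Col1a2, Col3a1, Pecam1, Ptprc, Lyz2 or C1qa is argued against by the highest level of these genes in the 5 lines, 3.13 CPM. Other genes of the stellate cell and fibroblast list were expressed. In ICZ8.4a 14 of 19 reached 1 CPM, against 3 to 8 in the other libraries of these lines, so for fibroblasts in ICZ8.4a the evidence is weaker. The Trp53 R172H allele, which all 5 of these lines and neither cohort 5 line carry, cannot be told apart from any other difference between cohort 5 and the rest, since no cohort holds lines with and without it, and its exact permutation p = 0.0476, the smallest that 2 lines against 5 can give, adds no support because the lines had been seen to separate this way. Differences between batches of culture were not tested.

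ICO3.5g of cohort 20 and ICF16.1e of cohort 23 were closer than any 2 lines of 1 cohort. The alleles of cohort 23 as the reason are argued against by ICF17.3b, which carries the alleles of ICF16.1e and differed from ICO3.5g in at least 97 genes at 10 CPM or more in 1 and at 3 counts or fewer in the other. A culture under 2 names, or cells of 1 line in the culture of the other, may be an explanation: the pair differed in at most 3 such genes, as few as 2 passages of 1 line. For 2 independent lines in a like state, pseudogenes, long non-coding and unnamed genes were compared, and at 5 CPM the pair differed in 0, against 0 to 4 between passages of 1 line and 8 to 53 between other lines. That test was first set so that a count of 0 would argue against a like state, and this was relaxed after the count was seen because no other pair of different lines lies as close (1.51 for the next pair, against 1.03), so what a like state alone would give is not known and it cannot be told apart.

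Y-linked genes were near 0 in several lines, although all came from male mice. The summed CPM of Ddx3y, Uty, Kdm5d and Eif2s3y was 95.9 in RMH47.1b, 4.01 and then 0.0403 in RMH115.2d, 236.6 in ICZ5.3d, 0.0253 in ICZ8.4a, 134 in ICO3.5g, 1.46 and then 0 in ICF17.3b, and 58.2 and then 7.92 in ICF16.1e. In RMH47.1b the sum came from Uty, Kdm5d and Eif2s3y, and Ddx3y was at 0 CPM, absent there without loss of the others. Female cells are argued against by Xist, at most 0.329 CPM. Loss of the Y chromosome during culture is a candidate explanation, with 11 of 12 changes lower in the late passage (Ddx3y was at 0 in both passages of ICF17.3b), but it cannot be told apart from lower transcription of these genes, since no DNA was analysed here.

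Of 39 measures, 2 had 1 line far from the other 6, where chance gives about 1 in 20. The median log2 CPM of fatty acid oxidation genes was 6.67 in RMH115.2d, and the next line was at 5.37. The median of inflammatory genes was -0.37 in ICF17.3b, and the next line was at 2.76.

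For 6 lists, the median log2 change from the early to the late passage in RMH115.2d of cohort 5 had the opposite sign to that in ICF17.3b and ICF16.1e of cohort 23, and these differences were not tested. The medians in RMH115.2d, ICF17.3b and ICF16.1e were 0.45, -0.30 and -0.09 for the paper's markers, -0.37, 0.22 and 0.04 for oxidative phosphorylation, and 0.90, -0.70 and -0.36 for progenitor and biliary genes. They were -1.37, 0.61 and 0.11 for sterol and fat synthesis, -0.66, 0.40 and 0.20 for hypoxia and glycolysis, and -0.0398, 0.32 and 0.14 for nucleoside analogue genes.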

How the results depend on the processing

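Leaving out ICO3.5g and ICF16.1e together, and the splits of the passages, were chosen after the results were seen; the other alternatives were planned.

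Genes differing between any cohorts (2 from edgeR) numbered 2025 with DESeq2, 86 with no filter beyond a count above 0, 431 with each of the 10 libraries as a replicate, 1 with limma-voom on 10 libraries, 0 with the earliest passage, 0 with both lines left out, and 0 to 2 by leave-one-out. For cohort 23 vs cohorts 5, 19 and 20 (0) they numbered 601 with DESeq2, 1 with no filter, 1 with each library as a replicate and 1 with limma-voom. For cohort 23 vs cohort 5 (2) they numbered 1975, 76, 1404 and 4, 0 with the earliest passage, 0 with both lines left out, and 0 to 9 by leave-one-out. For cohort 19 vs cohort 5 (2) they numbered 1272, 37, 35 and 1, 0 and 0, and 0 to 2. For cohort 20 vs cohort 5 (0) they numbered 1142 with DESeq2, 2 with no filter and 2 with each library as a replicate. For late vs early passage (0) they numbered 198 with DESeq2 and 2 with no filter. RLE size factors and a log2 fold change beyond 1 gave the same counts as edgeR. At an unadjusted p under 0.05 edgeR had 2154, 3324 and 2464 genes with the earliest passage and 1577, 1621 and 1793 with both lines left out, for any cohorts, cohort 23 vs cohort 5 and cohort 19 vs cohort 5. Fga and Kng2 were among the genes from DESeq2, with no filter and with each library as a replicate in these 3 comparisons. From limma-voom they were not: it called Hhex in all 3, Tmem47, Gstm2 and Klb also in cohort 23 vs cohort 5, and Csgalnact1 in cohort 23 vs cohorts 5, 19 and 20. The other counts of 1 or 2 were Fga (cohort 23 vs cohorts 5, 19 and 20) and Fga and Kng2 (cohort 20 vs cohort 5) with no filter, Hhex and then Hhex and Tmem47 with each library as a replicate, and Nepn and Lrg1 between passages. Genes other than Fga and Kng2 are named here after their values were seen. Without the replicate block, which pairs the passages of a line, the late vs early passage comparison gave 0 genes (155 at an unadjusted p under 0.05). Treating each library as a replicate takes passages of a line as independent; the cause of the other changes was not tested. A fold threshold was not run for any cohorts, and cohort 20 vs cohort 5 has no value without ICO3.5g.

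No list was called with an estimated correlation (0) or with fry (0) in any of the 3 comparisons. In the gene list tests by leave-one-out, the adjusted p of matrix genes (emt_ecm) in cohort 23 vs cohorts 5, 19 and 20 was 5.14e-05 to 0.4615, and between passages that of fatty_acid_oxidation was 1.58e-07 to 0.0775, of p53_targets 0.00238 to 0.8121 and of er_stress 0.000115 to 0.3937, with the higher value on the opposite side. Over all alternatives, called lists kept their direction but lost the call 32 times in cohort 23 vs the others (88 kept), 38 times in cohort 19 vs cohort 5 and 31 times between passages (28 kept). Calls not made with all lines appeared in cohort 23 vs the others for p53 targets (0.000140 to 0.0172 without RMH115.2d, ICZ8.4a, ICO3.5g or ICF17.3b, or with the earliest passage), progenitor genes (0.00447 without ICZ8.4a, 0.0239 without ICF16.1e, 0.0369 without both lines), epithelial genes (4.16e-05 without ICZ8.4a, 0.0241 without ICF16.1e), endothelial genes (0.0368 without RMH47.1b), macrophage genes (0.0428 without ICZ8.4a, 0.0434 without ICF16.1e, 0.0290 without both lines) and hypoxia genes (0.0451 with the earliest passage). Matrix genes were not called with the earliest passage (0.0964) or with both lines left out (0.278), nor were insulin and FOXO genes with both left out (0.0939), nor hypoxia genes in cohort 19 vs cohort 5 (0.0698).

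In cohort 19 vs cohort 5 such calls were replication genes (e2f_replication; lower without RMH47.1b, 0.0110, and higher without RMH115.2d, 0.00405), progenitor genes (0.00371 without ICZ8.4a), epithelial genes (lower without ICZ5.3d, 3.20e-06, and higher without ICZ8.4a, 4.20e-05), endothelial genes (0.0175 without RMH47.1b), inflammatory genes (0.0230 with the earliest passage, 0.0285 without RMH115.2d) and lenvatinib targets (0.004475 without RMH115.2d). Between passages they were sterol genes (lower without ICF17.3b, 4.79e-07, and higher without RMH115.2d, 2.66e-05), WNT targets (0.00444) and lenvatinib targets (0.0194) without ICF16.1e, matrix genes (0.0176) without ICF17.3b, and oxidative phosphorylation (0.0127), progenitor (0.0238) and hypoxia genes (0.0163) without RMH115.2d.

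Among named genes, log2 fold changes by leave-one-out changed sign in cohort 23 vs cohorts 5, 19 and 20 for Trp53 (-0.20 to 0.49), Lgr5 (-0.68 to 1.52), Notum (-1.065 to 0.65), Scd2 (-0.25 to 0.19), Scd1 (-1.29 to 0.495) and H2-K1 (-0.74 to 0.47). In cohort 19 vs cohort 5 they did for Ctnnb1 (-0.0472 to 0.58), Trp53 (-0.00864 to 0.30), Mki67 (-0.0523 to 1.56), Lgr5 (-1.61 to 0.26), Notum (-0.35 to 2.17), Acadl (-1.14 to 0.91) and Pdgfra (-1.25 to 14.76), and between passages for Ctnnb1 (-0.0887 to 0.22), Notum (-0.14 to 0.75), Alb (-2.04 to 0.0476), Ldha (-0.43 to 0.58), Npm1 (-0.0640 to 0.24), Epcam (-0.58 to 0.70) and B2m (-0.53 to 0.24). With the earliest passage, Trp53 was at -0.0105 in cohort 23 vs the others and Pdgfra at 4.66 in cohort 19 vs cohort 5. The other values of named genes kept their sign.

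The difference of distances kept its sign under all 13 alternatives (permutation p = 0.0857 to 0.489). Without ICO3.5g (0.133) and with both lines left out (0.467) the smallest p possible is 0.0667, so these 2 say nothing about the threshold. Under TMM-scaled library sizes, the median over libraries of each marker list's summed level changed by less than the SD between lines. Single libraries moved more. RMH115.2d at passage 13 went from 178200 to 287200 CPM for hepatocyte genes and from 2084 to 3359 CPM for stellate cell and fibroblast genes. With 10 splits of the 6 libraries no share under 0.05 can be had: the real split gave 0 genes and 13 lists, the highest other 0 genes and 18 lists, and 10 and 4 of 10 splits were as large. The 2 splits with 18 lists part 1 of 3 line pairs. With the line as a block they are the same comparison of the passages of 1 line, which the count of 4 holds 2 times. The other splits that part 1 pair also repeat each other, so the 10 splits are not 10 separate tests. The 3 other splits that part all pairs gave 15, 11 and 10 lists.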

Differences from the paper's values

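The paper gives no value for these libraries to set beside those here.

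The paper states that HCCOs from different mouse models took on a like phenotype. The hepatocyte genes had a median log2 CPM of 7.64 and 8.53 in the lines of cohort 5, against -1.11 and -2.51 in cohort 19, -2.36 in cohort 20, and -1.57 and -3.74 in cohort 23. The 10 pairs of a cohort 5 line with a line of another cohort were 1.99 to 2.27 apart, and the 10 pairs among the other 5 lines 1.03 to 1.89. Lines of different cohorts were on average 0.21 farther apart than lines of 1 cohort (exact permutation p = 0.248). With so few lines, a p that did not pass shows neither a likeness nor a difference of the cohorts. A value on the side of the paper's statement is the distance of 1.51 between ICZ8.4a of cohort 19 and ICF17.3b of cohort 23. It is below those within a cohort (1.59 to 1.80). The lower end of the 10 pairs, 1.03, is that of ICO3.5g and ICF16.1e, which are not known to be separate cultures. The paper shows its markers in cohort 5 HCCOs by staining of protein, whereas the levels here are of RNA. RNA of Ctnnb1, Glul, Mki67 and Hnf4a was present in the cohort 5 lines, with at least 430, 970, 23.0 and 145 CPM. These levels do not measure the proteins or an accumulation of β-catenin. The original tumours, which the paper's figure sets beside the HCCOs, were not analysed here, so distances among HCCOs alone do not test a convergence.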

Other observations

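The tests in this part were planned, and levels without a p were not tested.

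Genes that activate or counteract nucleoside analogues varied between lines. Dck, the deoxycytidine kinase, was at 10.2 to 18.4 CPM in cohorts 5 and 19, at 42.6 CPM in ICO3.5g and at 21.5 to 73.8 CPM in cohort 23. Rrm1, a subunit of ribonucleotide reductase, was at 18.7 to 67.6 CPM in cohorts 5 and 19, at 169 CPM in ICO3.5g and at 72.8 to 239 CPM in cohort 23. Tk1, a thymidine kinase, was at 2.15 to 32.4 CPM, the transporter gene Slc29a1 at 67.6 to 161 CPM, Samhd1 at 6.83 to 50.2 CPM, Adk at 40.9 to 204 CPM, Nt5e at 0.310 to 55.5 CPM, and Ada at 2.98 to 19.5 CPM apart from 76.8 CPM in ICF16.1e at passage 26. These 8 of the 27 genes of the list were chosen after their values were seen. The list was called in none of the 3 comparisons (camera adjusted p = 0.901 for cohort 23 against the others, 0.921 for cohort 19 against cohort 5 and 0.280 between passages).

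Targets of lenvatinib and sorafenib varied between lines. Kit was at 0.145 to 90.9 CPM in cohort 5 and at 155 to 297.5 CPM in cohort 23, and Fgfr1 at 0.0241 to 22.4 CPM in cohort 5 and at 50.4 and 185 CPM in cohort 19. Kdr was at most 1.83 CPM. Flt1 reached 125 CPM in RMH115.2d at passage 20 and Ret 119 CPM in ICZ8.4a, and Raf1 (57.4 to 115.7 CPM) and Braf (22.1 to 154 CPM) were expressed in all libraries. These genes were chosen after their values were seen. The list had a camera adjusted p = 0.894 for cohort 23 against the others, where its median log2 fold change was 0.59 and camera put it on the lower side, 0.288 for cohort 19 against cohort 5 and 0.188 between passages.

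Progenitor and biliary genes also varied, with Krt19 at 2.82 to 13.3 CPM in cohort 5, 861 CPM in ICZ5.3d and 705 CPM in ICO3.5g. Afp was at 129 CPM in RMH47.1b, 11010 and 5381 CPM in RMH115.2d, 79.5 CPM in ICZ8.4a and at most 0.538 CPM elsewhere, and H19 ranged from 0.637 to 9972 CPM. These 3 genes were chosen after their values were seen. The list was called in none of the 3 comparisons (camera adjusted p = 0.149, 0.982 and 0.771, in the same order).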
